# Dichloroacetate reverses sepsis-induced hepatic metabolic dysfunction

**DOI:** 10.7554/eLife.64611

**Published:** 2021-02-22

**Authors:** Rabina Mainali, Manal Zabalawi, David Long, Nancy Buechler, Ellen Quillen, Chia-Chi Key, Xuewei Zhu, John S Parks, Cristina Furdui, Peter W Stacpoole, Jennifer Martinez, Charles E McCall, Matthew A Quinn

**Keywords:** sepsis, liver, inflammation, metabolism, steatosis, Mouse

## Abstract

Metabolic reprogramming between resistance and tolerance occurs within the immune system in response to sepsis. While metabolic tissues such as the liver are subjected to damage during sepsis, how their metabolic and energy reprogramming ensures survival is unclear. Employing comprehensive metabolomic, lipidomic, and transcriptional profiling in a mouse model of sepsis, we show that hepatocyte lipid metabolism, mitochondrial tricarboxylic acid (TCA) energetics, and redox balance are significantly reprogrammed after cecal ligation and puncture (CLP). We identify increases in TCA cycle metabolites citrate, cis-aconitate, and itaconate with reduced fumarate and triglyceride accumulation in septic hepatocytes. Transcriptomic analysis of liver tissue supports and extends the hepatocyte findings. Strikingly, the administration of the pyruvate dehydrogenase kinase (PDK) inhibitor dichloroacetate reverses dysregulated hepatocyte metabolism and mitochondrial dysfunction. In summary, our data indicate that sepsis promotes hepatic metabolic dysfunction and that targeting the mitochondrial PDC/PDK energy homeostat rebalances transcriptional and metabolic manifestations of sepsis within the liver.

## Introduction

Sepsis is a potentially life-threatening condition that occurs due to the body’s overwhelming response to an infection. This reaction leads to aberrant immune responses, and if not diagnosed and treated early after its onset, it may limit survival by inducing coagulopathy, altered microvasculature, and dysregulation of the host’s metabolism and organ function (Lewis et al., 2016; Bermudes et al., 2018; Cheng et al., 2016; Levi and van der Poll, 2017; Schneck et al., 2017; McDonald et al., 2017; Kidokoro et al., 1996). Sepsis accounts for one in three hospital deaths in the USA and millions of deaths each year globally, highlighting its hazard to public health (Rhee et al., 2017; Buchman et al., 2020). The high mortality rate associated with sepsis reflects the lack of clinically viable molecular-based therapeutic target. Therefore, understanding the pathogenesis of sepsis at both the molecular and organismal levels is of utmost importance to address major gaps in knowledge regarding sepsis.

The response to sepsis has classically been characterized as a biphasic phenomenon, where the acute phase is characterized by high energy consumption and hyper-inflammation associated with increased oxidation, followed by cellular reprogramming to a low-energy, anti-inflammatory state of immunometabolic paralysis, with accompanying organ failure (Rhee et al., 2017; Osuchowski et al., 2012; Chiswick et al., 2015; Xiao et al., 2006). Additionally, during the early phase of sepsis, increased catabolism of fats, proteins, and carbohydrates, associated with high rates of oxygen consumption and ATP synthesis, is observed (Singer, 2014; Druml et al., 2001; Mecatti et al., 2020; Seymour et al., 2013). Following the acute phase is a hypometabolic state where ATP production and mitochondrial respiration decreases (Singer, 2014). It is postulated that this is a protective mechanism to overall lower the metabolic demands of the cell and help with its recovery (Lewis et al., 2016; Quinones et al., 2014; Singer et al., 2004).

Of particular interest, during the hyper-inflammatory anabolic phase of sepsis, an increase in the expression and activity of pyruvate dehydrogenase kinase 1 (PDK1) consistently occurs (McCall et al., 2018; Vary, 1991). This enzyme is one of four PDK isoforms that reversibly phosphorylates serine residues on pyruvate dehydrogenase complex (PDC) E1a subunit, inhibiting the conversion of pyruvate to acetyl coenzyme A (acetyl-CoA) (Stacpoole, 1989). Inhibition of this important enzyme central to glycolysis, tricarboxylic acid (TCA) cycle, oxidative phosphorylation (OXPHOS), and the lipogenic pathway is thought to be an important mechanism driving the dysfunction of mitochondrial respiration and cell bioenergetics observed during sepsis (McCall et al., 2018; Zhu et al., 2020). Therefore, PDK serves as a potential therapeutic target as its inhibition would allow for the downstream oxidation of glucose to continue, restoring OXPHOS and mitochondrial function known to be altered in both immune and non-immune cells during sepsis (Seymour et al., 2013; McCall et al., 2018; Kelly and O'Neill, 2015; Eyenga et al., 2018).

The liver is an important metabolic and immune organ due to its role in nutrient metabolism and production of acute phase proteins. However, our understanding of transcriptional alterations and subsequent metabolic phenotypes elicited by sepsis still remain limited (Seymour et al., 2013; Ilaiwy et al., 2019; Dahn et al., 1995; Levy et al., 1968; Han et al., 2004). Furthermore, the mechanisms by which dichloroacetate (DCA) elicits hepatic metabolic changes in response to sepsis are completely unknown. Hence, we set out to characterize the hepatic manifestations of sepsis, with the overall goal of identifying global metabolic pathways subject to dysregulation and whether these pathways are restored by DCA treatment.

## Results

### Sepsis impairs hepatic mitochondrial metabolism

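Whole livers of 12 male C57BL/6J mice in 3 groups of 4 mice were sequenced: sham-operated mice, mice subjected to cecal ligation and puncture (CLP), and CLP mice given dichloroacetate (DCA). Livers were collected 30 hr post-surgery. The authors sequenced poly(A)-enriched libraries as paired ends, aligned the reads to the mm10 genome with STAR and counted them per gene with featureCounts. They deposited the number of reads counted on each of 25611 genes in each mouse, without normalization. Between 24436513 and 44266819 reads per mouse were counted on genes, with a median of 30005989, and these depths underlie all values given here. From these counts, genes were compared with edgeR's quasi-likelihood test after TMM normalization, in a single fit of all 12 mice, at a Benjamini-Hochberg FDR of 0.05. The low-count filter left 13190 genes. In CLP versus sham, 367 genes were differentially expressed genes (DEGs), 216 higher and 151 lower in CLP, and 3772 genes had an unadjusted p under 0.05. For 3492 genes (26.5%), the values of the 4 CLP mice did not overlap those of the 4 sham mice, where chance gives 2.86%. DESeq2 on the 8 mice compared called 3422 genes, including 366 of the 367. In the edgeR fit, an FDR of 0.01 left 10 genes. Leaving out single mice gave between 10 genes (without sham replicate 3) and 3157 genes (without CLP+DCA replicate 3, which is outside this comparison but in the same fit).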

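The DEGs named here had a mean of at least 5 CPM (read counts scaled to library size) in sham or CLP and no overlap between these groups, which 285 DEGs met. The 5 largest rises among them were A2m, Reg3g, Reg3b, Saa3 and Chil1. A2m (NCBI Gene 232345, chromosome 6 from 121636173 to 121679238) had 0.294 ± 0.0613 CPM in sham and 1225.5 ± 1155.0 CPM in CLP (mean ± SD, n = 4 each), a log2 fold change of 12.00 (standard error 2.56, adjusted p = 0.0412 from edgeR's quasi-likelihood test). Its sham values rest on 7 to 14 reads per mouse. Reg3g and Reg3b, members of 1 gene family whose reads the counting could have split, had log2 fold changes of 10.87 and 10.55, also from few sham reads (0 to 7 and 2 to 12 per mouse). Chil1 rose by 6.51 on the log2 scale. The 5 largest falls were Gsta2 (-4.40), Gsta4 (-3.02), Etnppl (-2.92), Slco1a1 (-2.82) and Thrsp (-2.75). Thrsp (NCBI Gene 21835, chromosome 7 from 97412933 to 97417550) fell from 99.4 ± 28.6 to 14.7 ± 5.85 CPM (SD, n = 4 each; standard error of the log2 fold change 0.48, adjusted p = 0.0255 from the same test).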

To test the long-term hepatic transcriptional changes elicited by sepsis, we performed RNA-seq in whole livers 30 hr post-cecal ligation puncture (CLP). At this time point, septic mice exhibit tolerance, in which immunometabolic paralysis and end organ dysfunctions decrease survival. 

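The acute phase response was measured as a set of 28 acute phase protein genes written down from general knowledge, since the gene list of the pathway in IPA was not used here. All 28 passed the filter, and 26 were higher in CLP than in sham. The mean log2 fold change was 2.00 and the median 1.47. Past the FDR over all genes were 14 of them, all higher, and 25 when adjusted over the list alone. The set test, camera with a preset inter-gene correlation of 0.01, gave an adjusted p of 3.64e-22 over the 11 sets tested. All 6 sets past the threshold in CLP versus sham also passed with fry, a rotation test, in which this set had an adjusted p of 0.00651. None of the 6 passed when camera estimated the correlation from these mice (adjusted p = 0.101 for this set). The set's score, the mean log2 CPM over its genes relative to sham, lay between 1.34 and 2.38 in the 4 CLP mice and between -0.10 and 0.07 in sham (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 mice allow). These genes took 10.4 to 11.8% of the reads in sham and 19.4 to 33.6% in CLP. Saa3 (NCBI Gene 20210, chromosome 7 from 46711998 to 46715676) rose from 15.1 ± 3.09 to 6499.5 ± 2527.7 CPM (SD, n = 4 each), a log2 fold change of 8.75 (standard error 0.76, adjusted p = 0.00150 from edgeR's quasi-likelihood test). Orm2, a member of a family of near-identical genes, rose by 2.36 on the log2 scale (adjusted p = 0.0196).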

Ingenuity pathway analysis (IPA) of the top physiological pathways subject to alteration in response to sepsis revealed a significant increase in the acute phase response pathway, highlighting a persistent inflammatory state in the liver into the chronic phase of sepsis (Figure 1a). 

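The enrichment of canonical pathways by IPA was not repeated, since it rests on a commercial knowledge base. For OXPHOS, the genes of respiratory electron transport and ATP synthesis in Reactome, 115 in number, were taken instead. Of the 115, 86 were among the genes counted and 82 passed the filter. The counts hold no genes of the mitochondrial chromosome, but whether this accounts for all of the absent genes was not examined. Of these 82 nuclear genes, 77 were lower in CLP than in sham, 59 with an unadjusted p under 0.05, and 2 of the other 5 were higher at that level. Only Cox7b and Uqcrc2 passed the FDR over all 13190 genes, and 56 genes did when adjusted over the list alone. Cox7b (chromosome X from 106015700 to 106022450) fell from 118.4 ± 8.93 to 83.0 ± 7.83 CPM (SD, n = 4 each), a log2 fold change of -0.51 (standard error 0.11, adjusted p = 0.0418 from edgeR's quasi-likelihood test). Uqcrc2 (chromosome 7 from 120635189 to 120659523) had a log2 fold change of -0.56 (standard error 0.13, adjusted p = 0.0461).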

Of particular interest, OXPHOS and mitochondrial dysfunction were the top two enriched pathways in the liver of septic mice (Figure 1a). To gain further insight into the effects of sepsis on the transcriptional regulation of mitochondrial function, we performed gene set enrichment analysis (GSEA) of the OXPHOS pathway (GO:0006119). Septic mice at 30 hr decreased the transcriptional output of OXPHOS components as evidenced by a negative GSEA enrichment score (Figure 1b). 

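Between CLP and sham, the mean log2 fold change of the 82 OXPHOS genes was -0.33 and their median -0.37. Camera gave an adjusted p of 3.45e-15 for a fall of the set, the second smallest of the 11 sets after acute phase proteins, and fry gave 0.0334. In a preranked GSEA of these genes, the normalized enrichment score was -3.42. The GO set of Figure 1b was not used here, so this score is that of another set. The score of each mouse was -0.39, -0.37, -0.11 and -0.45 in CLP replicates 1 to 4 and lay between -0.06 and 0.11 in sham (exact permutation test, p = 0.0286, two-sided). Every CLP mouse was thus below every sham mouse, and CLP replicate 3 was the nearest to sham.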

Given the connection between OXPHOS and the TCA cycle, we next asked if polymicrobial infection would elicit similar alterations in this pathway. 

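For the TCA cycle, 18 of the 19 genes of the Reactome set passed the filter. Compared with sham, 16 of the 18 were lower, 8 of them with an unadjusted p under 0.05. None passed the FDR over all genes by edgeR's quasi-likelihood test, and 8 did when adjusted over the list alone. Sdha (chromosome 13 from 74322255 to 74350240) had the smallest p, with 404.3 ± 21.2 CPM in sham and 274.6 ± 31.4 CPM in CLP (SD, n = 4 each), a log2 fold change of -0.56 (standard error 0.14, adjusted p = 0.0529). Next was Sucla2, at -0.58 (adjusted p = 0.0639). The mean log2 fold change of the set was -0.33 and its median -0.26, with an adjusted p of 6.76e-05 by camera and 0.0365 by fry.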

In accordance with the changes observed in the OXPHOS pathway, we found a negative enrichment score for TCA cycle enzymes (GO:0006099) in the liver of CLP mice (Figure 1c). Thus, our transcriptome data indicate that sepsis impairs mitochondrial metabolism in the liver.

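Shares of counts can fall because other transcripts take more of the reads, so the OXPHOS genes were also set beside other genes of like expression. The median log2 fold change of 10000 random lists of 82 genes matched on mean expression was typically -0.06, and the lowest was -0.23, above the OXPHOS median. With library sizes computed without the acute phase genes, the mean log2 fold change of the OXPHOS genes was -0.22, while the median of all genes moved to 0.12. TCA cycle scores in the CLP mice lay between -0.48 and -0.07, and those in sham between -0.02 and 0.03. According to the paper, its transcriptome data point to impaired mitochondrial metabolism in the septic liver.

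**Figure D1:**
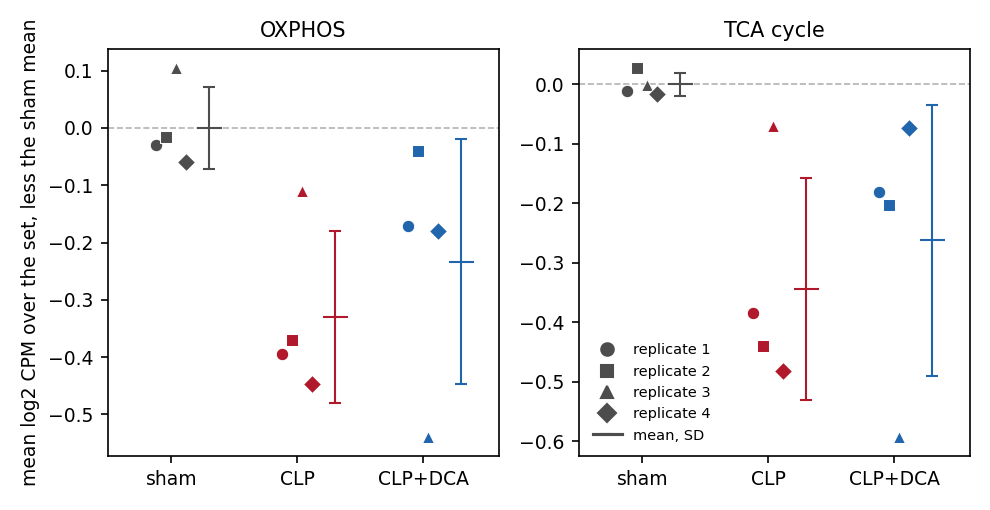
Score of the OXPHOS genes (left) and of the TCA cycle genes (right) in each mouse, as the mean log2 CPM over the set less the sham mean, for sham, CLP and CLP+DCA. Each point is 1 mouse and the bars give the mean and SD of 4 mice; all CLP mice lie below all sham mice in both sets, with CLP replicate 3 highest of the CLP mice at -0.11 (OXPHOS) and -0.07 (TCA cycle).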

**Figure 1.**
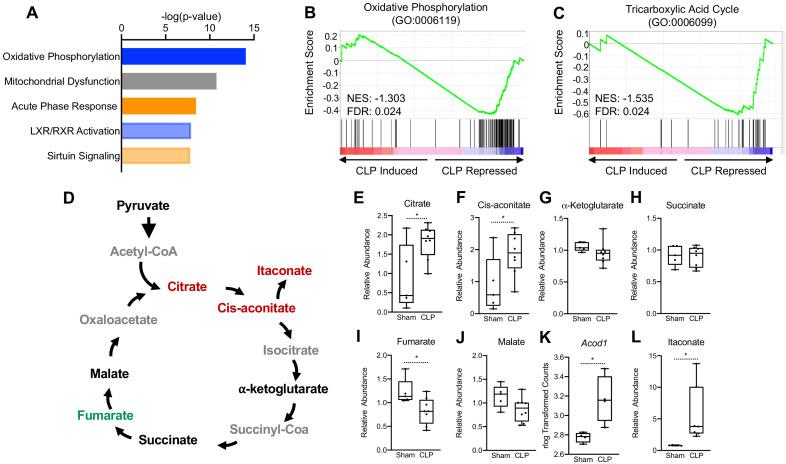
Sepsis Impairs hepatic mitochondrial metabolism. (**A**) Top five canonical pathways subject to transcriptional alterations in the liver identified by ingenuity pathway analysis of RNA-seq of sham versus CLP mice (n = 4 mice per group). Blue represents a negative z-score and orange represents a positive z-score. Shading indicates intensity of pathway activation/inhibition. (**B**) GSEA of the oxidative phosphorylation pathway (GO:0006119) indicating a negative normalized enrichment score (NES = −0.853). (**C**) GSEA of the TCA cycle pathway (GO:0006099) indicating a negative enrichment score (NES = −1.1956). (**D**) Schematic representation of hepatic TCA cycle metabolites altered during chronic sepsis. Red denotes a metabolite increased in response to sepsis; green indicates a metabolite decreased in response to sepsis; black indicates a metabolite unchanged in response to sepsis; gray indicates a metabolite not measured in our metabolomic screening. (**E–J**) Relative metabolite levels measured by ultrahigh-performance liquid chromatography–tandem mass spectroscopy (UPLC–MS/MS) from livers of sham and CLP mice 30 hr post-surgery (n = 5 sham; 8 CLP). (**K**) rlog transformed counts from RNA-seq of sham and CLP mice 30 hr post-surgery. (**L**) Relative itaconate levels in livers of sham and CLP mice measured by UPLC–MS/MS (n = 5 sham; 8 CLP). *p<0.05 as determined by Student’s T-test.

Next, we wanted to assess whether the transcriptional changes elicited by sepsis would manifest in altered hepatic TCA cycle metabolism. Therefore, we performed global unbiased metabolomic screening in isolated hepatocytes from control and septic mice by ultrahigh-performance liquid chromotography–tandem mass spectroscopy (UPLC-MS/MS). In line with altered transcriptional regulation of the TCA cycle, we found that sepsis altered the relative abundance of multiple metabolites involved in the TCA cycle (Figure 1d). In particular, significant elevation of citrate and cis-aconitate was observed in septic hepatocytes at 30 hr (Figure 1e,f). Unlike macrophages, which shift their ratio of succinate and α-ketoglutarate to favor succinate accumulation over α-ketoglutarate (Liu et al., 2017; Mills and O'Neill, 2014; Mills et al., 2016), we found no changes in the levels of these metabolites in hepatocytes (Figure 1G,H). Furthermore, unlike macrophages (Lampropoulou et al., 2016), levels of fumarate decreased, but malate levels were unchanged in hepatocytes from septic animals (Figure 1I,J). Monocytes, macrophages, and dendritic cells reprogram the TCA cycle during acute inflammation to a catabolic tolerance phenotype by shunting cis-aconitate to itaconate through the enzymatic action of aconitase decarboxylase (ACOD1; also known as immune-responsive gene 1 [IRG1]) (Lampropoulou et al., 2016; Liao et al., 2019; Mills et al., 2018; Daniels et al., 2019). Accordingly, we also found that sepsis significantly induces *ACOD1* and elevates itaconate in isolate hepatocyte preparations (Figure 1K,L).

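The RNA-seq behind Acod1 was of whole liver, which holds other cells besides hepatocytes. Acod1 (NCBI Gene 16365, chromosome 14 from 103047012 to 103056573) had few reads: 2, 1, 3 and 5 in the 4 sham mice, 46, 12, 21 and 4 in the 4 CLP mice and 8, 5, 6 and 0 in the 4 CLP+DCA mice. The low-count filter removed it, so the planned edgeR test gave no value, and the planned exact permutation test on log2 CPM (with a prior count of 2) is reported. Mean expression was 0.0830 ± 0.0466 CPM in sham and 0.578 ± 0.364 CPM in CLP (SD, n = 4 each). The log2 CPM was 2.01 higher in CLP than in sham (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 mice allow), and each CLP mouse was above each sham mouse. Without any single sham mouse, the exact permutation test gave p = 0.0571, with each CLP mouse still above each remaining sham mouse. This p means that a grouping other than the real one gave a difference at least as large. CLP replicate 4, at a log2 CPM of -2.06, lay nearer to sham replicate 4 (-2.33) than to the other CLP mice (-0.82 to 0.16). The lowest CLP mouse (replicate 4, 0.178 CPM) had 4 reads and the highest sham mouse (replicate 4, 0.137 CPM) had 5, so that the order of these mice rests on their library sizes. Without the filter, edgeR's quasi-likelihood test gave a log2 fold change of 2.78 (standard error 0.75) and an adjusted p of 0.0844 over 18842 genes, and DESeq2 gave 2.84 with an adjusted p of 0.00209 on these 8 mice and 0.00946 on all 12. In CLP+DCA, the mean was 0.146 ± 0.106 CPM, a log2 CPM difference of -1.65 from CLP (exact permutation test, p = 0.0571) and of 0.36 from sham (p = 0.486).

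**Figure D2:**
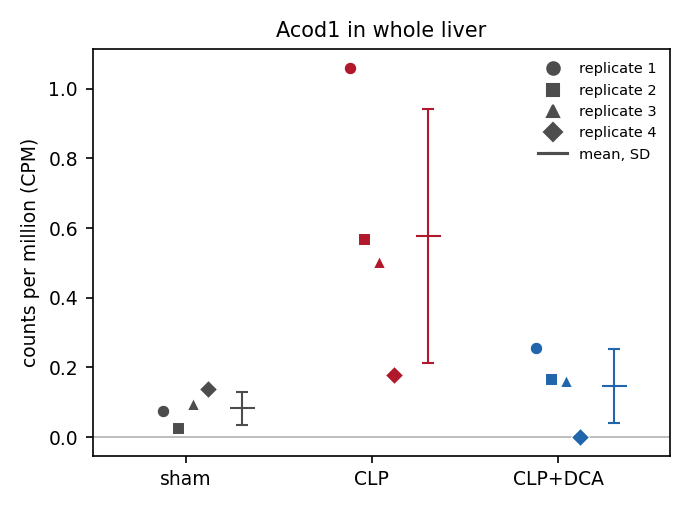
Acod1 in whole liver in CPM for sham, CLP and CLP+DCA mice. Each point is 1 mouse and the bars give the mean and SD of 4 mice; CLP replicate 1 is highest at 1.06 CPM, from 46 reads.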

### Sepsis shifts the hepatic tedox balance toward oxidative stress

Perturbations in OXPHOS have been shown to promote the production of reactive oxygen species (ROS) (Indo et al., 2007). Furthermore, itaconate has been shown to induce activation of the master KEAP1/NRF2 antioxidant pathway leading to increased expression of redox regulatory enzymes in macrophages (Mills et al., 2018). Therefore, we examined if sepsis invokes a similar gene expression profile in hepatocytes. 

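For ROS metabolism, the genes that detoxify reactive oxygen species (ROS) in Reactome were tested, 24 of 28 of which passed the filter. Of these, 15 were lower and 9 higher in CLP than in sham. Their mean log2 fold change was 0.01, while the median was -0.22 and camera's direction was a fall, so that these differ in sign. The test was not past the threshold (adjusted p = 0.128 by camera and 0.0775 by fry). In a preranked GSEA, the normalized enrichment score was -1.52 (adjusted p = 0.0399), and voom with sample quality weights also put the fall past the threshold. Past the FDR over all genes were Gpx3, which rose by 3.02 on the log2 scale (standard error 0.67, adjusted p = 0.0444 from edgeR's quasi-likelihood test), Aqp8, at -1.54 (adjusted p = 0.0464), and 1 further gene that fell. Gpx3 (chromosome 11 from 54902854 to 54910387) had 3.45 ± 0.753 CPM in sham and 28.1 ± 11.5 CPM in CLP (SD, n = 4 each). Of 23 NRF2 target genes, from a list written down in advance, 18 were lower in CLP, with a mean log2 fold change of -0.83 (fry, adjusted p = 0.00771 over 14 lists), and 4 passed the FDR over all genes. Nfe2l2, which encodes NRF2, was at -0.45 (adjusted p = 0.0756) and Keap1 at -0.10 (adjusted p = 0.434).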

GSEA of ROS metabolism (GO:0072593) revealed a positive enrichment, highlighting the transcriptional induction of genes involved in the regulation of redox state in livers of septic mice (Figure 2a). Given the induction of these genes, we wanted to determine whether sepsis alters key metabolites involved in the maintenance of cellular redox balance, focusing on the transsulfuration pathway leading to glutathione biosynthesis. Sepsis did not alter intracellular homocysteine levels in isolated hepatocytes (Figure 2—figure supplement 1); however, cystathionine decreased significantly (Figure 2b). Furthermore, we found a trend for decreased cysteine levels in the liver (p=0.0534) (Figure 2c) and significantly decreased glycine (Figure 2d). Most dramatically, sepsis depleted hepatocyte glutathione (Figure 2e) and led to decreased oxidized glutathione (GSSG) (Figure 2f). Ophthalmate has recently been shown to be a biomarker of oxidative stress and signals consumption of hepatic GSH (Soga et al., 2006). Functionally, we observe a significant accumulation of hepatic ophthalmate levels in response to sepsis, signifying a state of oxidative stress (Figure 2g).

**Figure 2.**
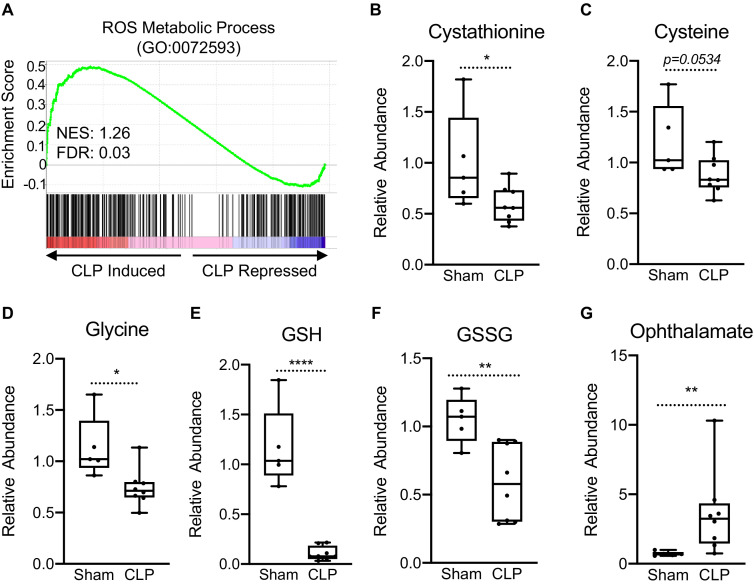
Impaired hepatic redox balance in septic mice. (**A**) GSEA of the ROS metabolic pathway (GO:0072593) from RNA-seq from livers comparing sham to CLP showing a positive enrichment score (NES = 1.117) (n = 4 mice per group). (**B–F**) Relative metabolite levels of metabolites involved in redox balance measured by UPLC–MS/MS (n = 5 sham; 8 CLP). (**G**) Relative levels of ophthalmate involved in redox balance measured by UPLC–MS/MS. *p<0.05, **p<0.01, ****p<0.0001 as determined by Student’s T-test.

**Figure 2—figure supplement 1.**
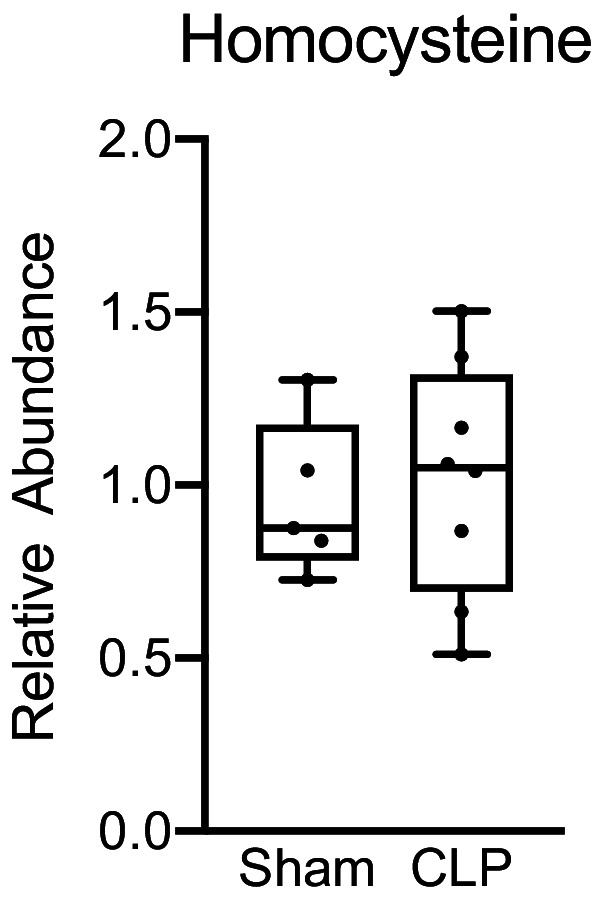
Hepatic homocysteine levels in sham and CLP mice. Ultrahigh-performance liquid chromatography–tandem mass spectroscopy measurement of homocysteine from isolated hepatocytes 30 hr post-surgery. n = 5 sham, n = 8 CLP.

### Sepsis promotes hepatic steatosis

Thus far, our data has revealed that sepsis induces significant impairments in hepatocyte OXPHOS, alterations in the TCA cycle, and induction of oxidative stress, findings that are also metabolic hallmarks of fatty liver disease (Simões et al., 2018). Because perturbations in global lipid profiles occur in septic patients (Mecatti et al., 2020), we evaluated the effects of CLP on the hepatic lipid metabolism pathway. In support of human data, our transcriptome data indicate significant repression of lipid metabolism in livers of septic mice (Figure 3a). 

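Lipid metabolism was measured with the Reactome set of lipid and lipoprotein metabolism, of whose 517 genes 428 passed the filter. Of these, 238 were lower and 190 higher in CLP than in sham, and past the FDR were 14 lower and 6 higher genes (30 when adjusted over the list alone). The mean log2 fold change was -0.12 and the median -0.06. Camera gave an adjusted p of 0.0757 for a fall and fry 0.184, neither past the threshold, while a preranked GSEA gave a normalized enrichment score of -1.51 (adjusted p = 8.32e-05). In single mice, the score was -0.08, -0.41, 0.02 and -0.31 in CLP replicates 1 to 4 and between -0.03 and 0.02 in sham (exact permutation test, p = 0.114). Without CLP replicate 3, the mean log2 fold change was -0.20 and camera's test was past the threshold, and so it was without sham replicate 1 (-0.12), sham replicate 4 (-0.12) or CLP+DCA replicate 3 (-0.11). The smallest p in the set belonged to Srebf2, which rose by 0.68 on the log2 scale (standard error 0.11, adjusted p = 0.0202), and to Sc5d, at -0.77 (standard error 0.13, adjusted p = 0.0253; edgeR's quasi-likelihood test). Of 36 genes of triglyceride biosynthesis, 18 were higher and 18 lower (mean log2 fold change -0.05, median -0.00, camera adjusted p = 0.156). DESeq2 on the 8 mice compared and a preranked GSEA put the fall of that set past the threshold, although DESeq2's mean log2 fold change was positive (0.01). Gpat4, with the smallest p of the set, fell by 0.89 on the log2 scale (adjusted p = 0.0325).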

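Of the fatty acid metabolic process, oxidation was tested, with a list of 40 genes written down in advance, all of which passed the filter. In CLP versus sham, 24 were lower and 16 higher, with a mean log2 fold change of -0.14 and a median of -0.08. The fall was not past the threshold by camera (adjusted p = 0.141), fry (adjusted p = 0.464) or preranked GSEA (normalized enrichment score -1.27, adjusted p = 0.146). It was past the threshold with voom and sample quality weights and with DESeq2 on the 8 mice compared. Scores in the CLP mice ranged from -0.59 to 0.22 and those in sham from -0.16 to 0.22 (exact permutation test, p = 0.371). Leaving out CLP replicate 3, the highest CLP mouse, moved the mean log2 fold change to -0.31 and the test past the threshold, as did leaving out sham replicate 4 (-0.19). Without CLP replicate 2 it shrank to -0.053 (adjusted p = 0.428), and without sham replicate 2 to -0.060 (adjusted p = 0.534).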

Sepsis also decreased transcriptional output of fatty acid metabolic process components in the liver, as evidenced by a negative GSEA enrichment score (Figure 3b). In particular, we find alterations in genes involved in both fatty acid oxidation and fatty acid biosynthesis (Figure 3—figure supplement 1).

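Among the genes of fatty acid oxidation, Crat alone passed the FDR over all genes in CLP versus sham, and it rose. Crat (chromosome 2 from 30400476 to 30415748) had 44.3 ± 13.6 CPM in sham and 107.0 ± 9.97 CPM in CLP (SD, n = 4 each), a log2 fold change of 1.27 (standard error 0.25, adjusted p = 0.0355 from edgeR's quasi-likelihood test). Next was Phyh, at -0.55 (adjusted p = 0.0851). For fatty acid biosynthesis, the Reactome set of fatty acyl-CoA biosynthesis was tested, with 18 of 22 genes past the filter. Of these, 12 were lower and 6 higher, the mean log2 fold change was -0.22 and the median -0.29, and the adjusted p was 0.0146 by camera and 0.00512 by fry. The mean was smaller without the filter (-0.090) and with DESeq2, which had no filter (-0.067 on all 12 mice and on the 8 mice compared), with the set still past the threshold. Each CLP mouse, between -0.25 and -0.22, scored below each sham mouse. Slc25a1 fell by 0.46 (adjusted p = 0.0414) and Elovl5 by 0.66 (adjusted p = 0.0475) on the log2 scale.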

**Figure 3.**
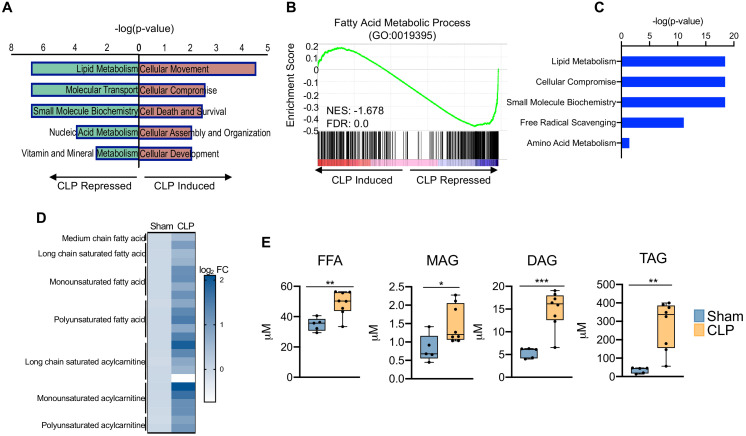
Sepsis promotes hepatic steatosis. (**A**) Top five induced and repressed physiological pathways in the liver of sham versus CLP mice identified by IPA of RNA-seq. (**B**) GSEA of the fatty acid metabolic pathway (GO:0019395) from RNA-seq from livers comparing sham to CLP showing a negative enrichment score (NES = −1.018) (n = 4 mice per group). (**C**) IPA of top five metabolic pathways significantly altered in the liver in response to sepsis identified by global metabolomic screening. (**D**) Heatmap representation of log2 fold change of different lipid species in sham and CLP mice measured by UPLC–MS/MS. (**E**) Quantification of lipids by UPLC–MS/MS in hepatocytes isolated from sham and CLP mice 30 hr post-surgery (n = 5 sham; n = 8 CLP). *p<0.05, **p<0.01, ***p<0.001 as determined by Student’s T-test.

**Figure 3—figure supplement 1.**
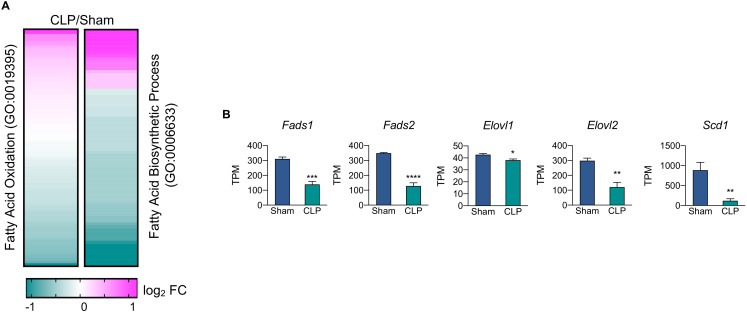
Fatty acid oxidation and biosynthetic pathways in septic livers. (**A**) Heatmap representation of average log2 fold change of genes involved in fatty acid oxidation (GO:0019395) and fatty acid biosynthetic process (GO:0006633) in CLP versus sham operated mice (n = 5 sham; n = 8 CLP). (**B**) Transcripts per million for lipid elongation and desaturation genes from RNA-seq. n = 4 samples per group. *p<0.05, **p*<*0.01, ***p<0.001, ****p<0.0001 as determined by Student’s T-test.

Since transcriptional regulation of hepatic lipid metabolism is significantly altered during sepsis, we further investigated the functional manifestation of the observed gene expression profile. Consistent with our transcriptional profiling studies, our unbiased metabolomic screening in hepatocytes also identified lipid metabolism as the top metabolic pathway altered in sepsis (Figure 3c). We observed increases in virtually all fatty acids and acylcarnitine derivatives assayed (Figure 3d). The dysregulation in hepatic lipid metabolism in response to sepsis ultimately culminates in the development of steatosis, as evidenced by increased free fatty acids, mono-, di-, and triglycerides (Figure 3e). 

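The 5 elongation and desaturation genes of the panel were compared between CLP and sham. Scd1 (NCBI Gene 20249, chromosome 19 from 44394450 to 44407709) fell from 2127.9 ± 963.2 to 332.1 ± 245.0 CPM (SD, n = 4 each), a log2 fold change of -2.68 (standard error 0.49, adjusted p = 0.0275 from edgeR's quasi-likelihood test). Fads1 was at -0.92 (standard error 0.26, adjusted p = 0.0695), Fads2 at -1.20 (standard error 0.34, adjusted p = 0.0696) and Elovl2 at -1.09 (standard error 0.39, adjusted p = 0.103), none of these 3 past the FDR over all genes. When adjusted over the list alone, the 5 genes chosen by the study on these mice, Scd1, Fads1, Fads2 and Elovl2 were past it (0.000791 to 0.0205), which is not independent evidence. Elovl1 was at 0.12 (standard error 0.10, adjusted p = 0.419), and at -0.16 when the counts were put on the scale of the paper's TPM, a unit without TMM, by 1 factor per mouse (exact permutation test, p = 0.0286). Of 18 desaturases and elongases that passed the filter, 10 were lower and 8 higher, with a mean log2 fold change of -0.33 and a median of -0.19 (camera, adjusted p = 0.0146; fry, 0.00651). Fads3 fell too (-0.76, adjusted p = 0.0325).

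**Figure D3:**
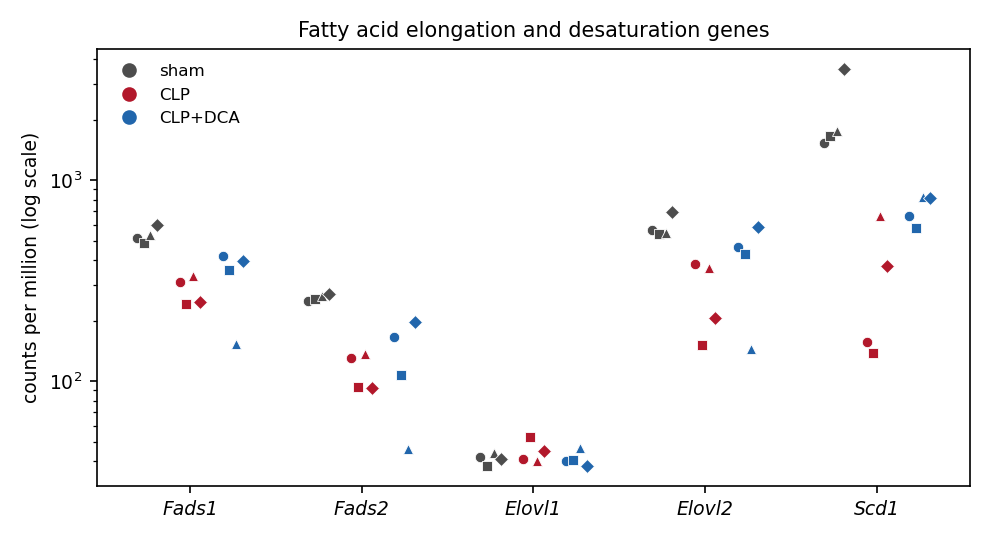
CPM, on a log axis, of Fads1, Fads2, Elovl1, Elovl2 and Scd1 in each sham, CLP and CLP+DCA mouse. Each point is 1 mouse, with the same marker shape for the same replicate number; Scd1 has a mean of 2127.9 CPM in sham and 332.1 CPM in CLP, and Elovl1 overlaps between the groups.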

Intriguingly, genes involved in fatty acid elongation and desaturation show impaired expression in response to CLP at the time point surveyed (Figure 3—figure supplement 1), suggesting the metabolic changes observed at our time point potentially arise from earlier transcriptional changes and the observed repression is compensatory in nature.

### Sepsis remodels the hepatic lipidome

Given the severe dysregulation in hepatic lipid metabolism triggered by sepsis, we next sought to characterize the global consequences on hepatic lipid profiles. This was achieved by targeted lipidomic screening. Parallel to our unbiased metabolomic screening, we find sepsis leads to profound accumulation of almost all lipid species surveyed (Figure 4a). We next evaluated the hepatic lipid composition to discern which lipid species are most vulnerable to sepsis-induced alterations. We find very little alterations to the ceramide pool in septic hepatocytes (Figure 4b), with only modest changes in dihydroceramide (Figure 4—figure supplement 1). However, the hepatic fatty acid fractions displayed significant remodeling in response to sepsis (Figure 4b). Specifically, we find increases in free fatty acid species such as 16:0, 18:1, and 18:2 in septic hepatocytes (Figure 4—figure supplement 2). Moreover, hepatic phospholipid composition showed robust alterations following CLP (Figure 4b). Of the phospholipids (PLs) most significantly affected, we find accumulation of phosphotidylcholines (PCs), phosphotidylethanolamine (PE), and sphingomyelin (SM) (Figure 4c). Of the hepatic PC pool, we find the most abundant species (16:0/18:2 and 16:0/18:1) to show increased accumulation in response to sepsis (Figure 4—figure supplement 2). We also observed significant increases in the most abundant PE species (18:0/20:4, 16:0/22:6, and 18:0/22:6) and SM species (22:0, 16:0, and 20:0) in septic hepatocytes (Figure 4—figure supplement 2). One phospholipid species, lysophosphatidylcholine, displayed a decrease in concentration during sepsis; however, the hepatic concentration of this PL species is significantly lower than other PL species assayed (Figure 4c). Finally, we detected no differences in other PL species such as phosphotidylinositol (PI) and lysophosphatidylethanolamine (LPE) and no differences in hepatic cholesterol ester levels (Figure 4—figure supplement 3). Collectively, our data detail the impact of sepsis on hepatic lipid composition and robustly show a global rise in nearly all lipid species.

**Figure 4.**
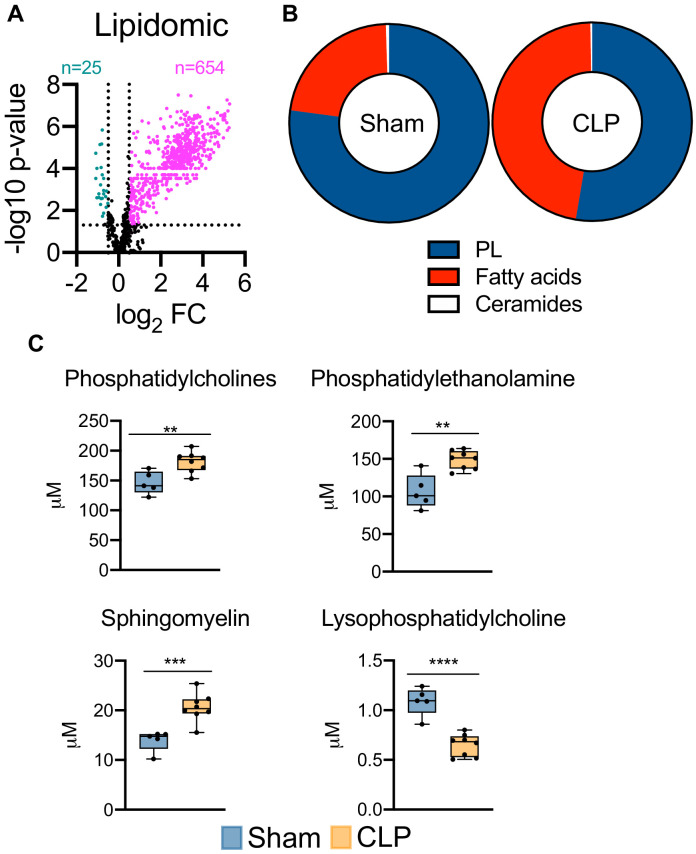
Sepsis reprograms the hepatic lipidome. (**A**) Volcano plot of significantly altered lipids from sham and CLP hepatocytes measured by UPLC–MS/MS (n = 5 sham; n = 8 CLP). (**B**) Pie chart of lipid compositions from sham and CLP mice. (**C**) Quantification of lipids by UPLC–MS/MS in hepatocytes isolated from sham and CLP mice 30 hr post-surgery (n = 5 sham; n = 8 CLP). **p<0.01, ***p<0.001, ****p<0.0001 as determined by Student’s T-test.

**Figure 4—figure supplement 1.**
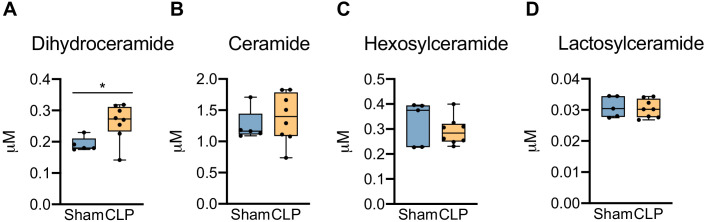
Hepatic ceramide levels in sham and CLP mice. Ultrahigh-performance liquid chromatography–tandem mass spectroscopy measurement of (**A**) dihydroceramide, (**B**) ceramide, (**C**) hexosylceramide, and (**D**) lactosylceramide from isolated hepatocytes 30 hr post-surgery. n = 5 sham, n = 8 CLP. *p<0.05 determined by Student’s T-test.

**Figure 4—figure supplement 2.**
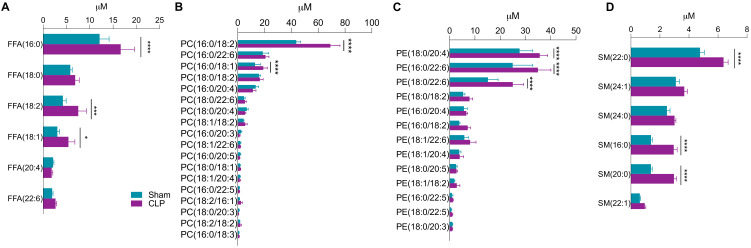
Phosphatidylcholine, phosphatidylethanolamine, and sphingomyelin quantifications. Ultrahigh-performance liquid chromatography–tandem mass spectroscopy measurement of (**A**) free fatty acid species, (**B**) phosphatidylcholine species, (**C**) phosphatidylethanolamine species, and (**D**) sphingomyelin species from isolated hepatocytes 30 hr post-surgery. n = 5 sham, n = 8 CLP. ****p<0.0001 determined by two-way ANOVA followed by multiple comparisons test.

**Figure 4—figure supplement 3.**
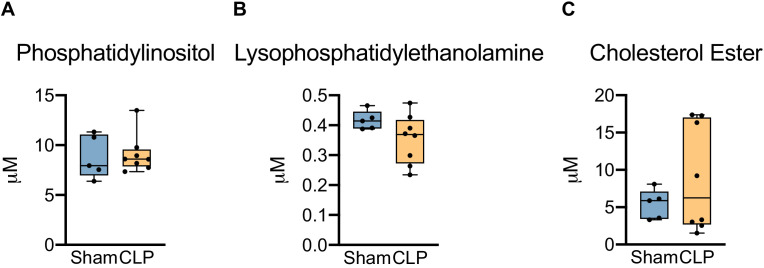
PI, LPE, and CE levels in septic livers. Ultrahigh-performance liquid chromatography–tandem mass spectroscopy measurement of (**A**) phosphatidylinositol, (**B**) lysophosphatidylethanolamine species, and (**C**) cholesterol ester from isolated hepatocytes 30 hr post-surgery. n = 5 sham, n = 8 CLP. ****p<0.0001 determined by two-way ANOVA followed by multiple comparisons test.

### PDK inhibition attenuates sepsis-induced transcriptional and metabolic changes in the liver

We have previously reported that PDK inhibition by the pyruvate analog and pan-PDK inhibitor DCA promotes PDC-dependent immunometabolic adaptations to sepsis and increases survival (McCall et al., 2018). Given the establishment of hepatocyte mitochondrial dysfunction and steatosis during sepsis, we asked whether pharmacological targeting of the hepatic PDK/PDC axis would mitigate the disruption of key metabolic and bioenergetic processes induced by sepsis. To test this postulate, we administered DCA to septic mice 24 hr after CLP onset and assessed the global transcription profile of liver 6 hr later via RNA-seq. 

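DCA, a pan-PDK inhibitor, was given intraperitoneally at 25 mg/kg to the 4 CLP+DCA mice 24 hr post-surgery. The counts of these mice, between 28885969 and 40251177 per mouse, entered the same fit as those of the sham and CLP mice, and each comparison took its contrast from it. In CLP+DCA versus sham, 5 genes were DEGs, 4 higher and 1 lower, and 1714 genes had an unadjusted p under 0.05. The contrast of CLP+DCA with CLP, which tests the difference that DCA made, gave 1 DEG and 1319 genes with an unadjusted p under 0.05. The values of the 4 mice of the groups did not overlap for 1287 genes (9.76%) in CLP+DCA versus sham and for 576 genes (4.37%) in CLP+DCA versus CLP, where chance gives 2.86%. These counts also moved with the tool. For CLP+DCA versus sham, DESeq2 called 243 genes on all 12 mice, and voom with sample quality weights called 473. For CLP+DCA versus CLP, the same tools called 137 and 1287 genes. Leaving out single mice gave between 0 and 616 genes in the second comparison, the most without CLP+DCA replicate 3.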

DCA treatment of septic mice reversed the majority of sepsis-regulated gene networks (Figure 5a). 

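The Venn diagram was redrawn as counts from edgeR's calls. Of the 367 DEGs of CLP versus sham, 4 were also DEGs in CLP+DCA versus sham (1.09%), and 363 were not. DESeq2 on all 12 mice gave 183 shared genes and 1723 genes of CLP versus sham alone. Since a gene past the threshold in one comparison and not in another is not shown to differ, the size of the change was measured too. The median fraction of the CLP change that remained in CLP+DCA was 0.565 over the 367 genes (quartiles 0.391 and 0.707). Relative to sham, 357 of the 367 (97.3%) had the sign of the CLP change. Relative to CLP, 361 (98.4%) moved toward sham, with 1 gene past the FDR. The genes were chosen on the same sham and CLP mice, which by itself gives shared signs and a move toward sham. This was measured on the 367 genes of smallest p in simulated data sets, 20 per setting. With CLP+DCA at the sham means, 70.2% kept the sign, a fraction of 0.105 remained and 100% moved toward sham (medians over the data sets), and with CLP+DCA at the CLP means, these values were 100%, 0.889 and 69.6%. In both of these settings, more genes were called in CLP versus sham than in the mice (medians of 1825.5 and 1848.5). With neither group different from sham, where the median number of genes called was 0, the 367 genes gave 89.8%, 0.494 and 91.0%. In sham and CLP mice not used to choose the genes (36 splits into 2 and 2 mice per group), the median fraction that remained was 0.559 (range 0.433 to 0.855), and 92.2% of the genes (range 57.2 to 97.8%) moved toward sham. Across genes, which are not independent replicates, the log2 fold changes of both comparisons correlated with r = 0.744, against 0.458 in simulations where neither group differed from sham.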

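The position of each mouse on these 367 genes was scaled so that the mean of sham is 0 and that of CLP is 1. CLP+DCA replicates 1, 2 and 4 lay at 0.413, 0.455 and 0.303, and replicate 3 at 0.929, among the CLP mice (0.827 to 1.20). Without replicate 3, the fit called 3157 genes in CLP versus sham, and the median fraction that remained over these was 0.287. This value is thus not one over the 367 genes. The 5 DEGs of CLP+DCA versus sham were Saa3 (log2 fold change 7.53), AA986860 (2.39), Per1 (1.09), Lrrc8a (0.61) and Sc5d (-0.96), of which Lrrc8a was named after its values were seen. Per1 was not changed in CLP versus sham (0.19, adjusted p = 0.415 from edgeR's quasi-likelihood test). The gene past the FDR in CLP+DCA versus CLP was Irf7 (NCBI Gene 54123, chromosome 7 from 141263183 to 141266424). It had 30.1 ± 2.88 CPM in sham, 19.3 ± 1.16 in CLP and 37.9 ± 5.49 in CLP+DCA (SD, n = 4 each), a log2 fold change of 0.97 (standard error 0.11, adjusted p = 0.0257). From the Venn diagram and heatmap of Figure 5a, the paper concludes that most gene networks regulated by sepsis were reversed by DCA.

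**Figure D4:**
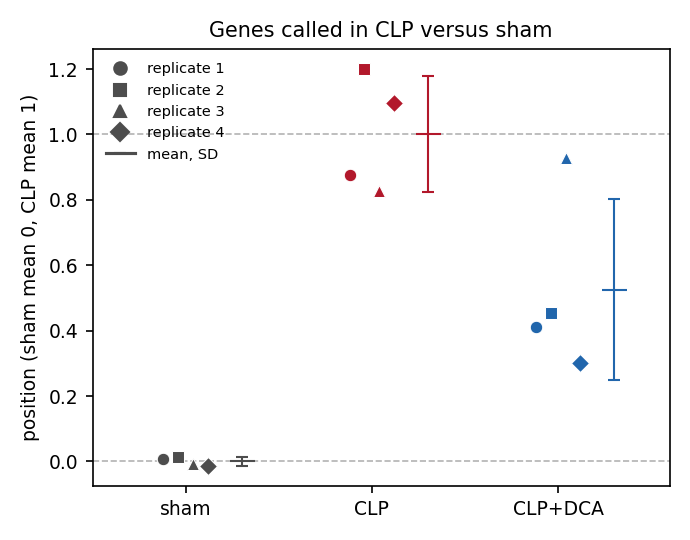
Position of each mouse on the 367 genes called in CLP versus sham, without units, with the sham mean at 0 and the CLP mean at 1. Each point is 1 mouse and the bars give the mean and SD of 4 mice; CLP+DCA replicate 3 lies at 0.929 and the other CLP+DCA mice between 0.303 and 0.455.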

Most notably, pathways involved in redox metabolism, lipid metabolism, and mitochondrial dysfunction are returned to basal levels with the administration of DCA in septic mice (Figure 5b).

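The gene sets tested in CLP versus sham were tested in CLP+DCA versus sham and in CLP+DCA versus CLP. Against sham, 9 of the 11 sets were past camera's threshold. The mean log2 fold changes were -0.22 for OXPHOS (79 of 82 genes lower), -0.25 for the TCA cycle, -0.27 for fatty acid oxidation, -0.33 for fatty acyl-CoA biosynthesis, -0.32 for desaturases and elongases, -0.14 for triglyceride biosynthesis, -0.10 for lipid and lipoprotein metabolism, -0.47 for glutathione conjugation and 1.58 for acute phase proteins. With fry, fatty acyl-CoA biosynthesis, desaturases and elongases, triglyceride biosynthesis and acute phase proteins passed, and the first 3 of these also passed with the estimated correlation. Detoxification of ROS was not past the threshold (mean 0.02, median -0.11, camera's direction a fall, adjusted p = 0.245), nor were chemokines and their receptors (mean 0.47, median 0.10, adjusted p = 0.680). Against CLP, OXPHOS was 0.11 higher (73 of 82 genes, camera adjusted p = 0.000881), glutathione conjugation 0.39 higher (17 of 23 genes, 0.0366) and acute phase proteins 0.41 lower (mean log2 fold change -0.41, 24 of 28 genes, 2.78e-06), and none of these 3 passed with fry (0.379 to 0.519) or with the estimated correlation. Without CLP+DCA replicate 2, the OXPHOS difference from CLP was 0.03 and no longer past the threshold. Without CLP+DCA replicate 3, it was 0.19, acute phase proteins were at -1.12, and the TCA cycle (0.18) was past the threshold. With all mice, the TCA cycle (0.09) and the 5 lipid sets were not past it. The OXPHOS mean was -0.021 with DESeq2 on all 12 mice and -0.023 without the filter, where genes of few reads enter it, while the set test still gave a rise past the threshold. The scores of fatty acyl-CoA biosynthesis (mean log2 fold change -0.11, camera adjusted p = 0.165, fry 0.215) were lower in every CLP+DCA mouse (-0.47 to -0.27) than in every CLP mouse (-0.25 to -0.22), and so further from sham (exact permutation test, p = 0.0286, not adjusted for the 11 sets). For desaturases and elongases and for lipid and lipoprotein metabolism, the mean difference from CLP was 0.01, while the medians (-0.03 and -0.02) and camera's direction were negative. OXPHOS scores were -0.17, -0.04, -0.54 and -0.18 in CLP+DCA replicates 1 to 4 (exact permutation test against CLP, p = 0.486, and against sham, p = 0.0571).

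**Figure D5:**
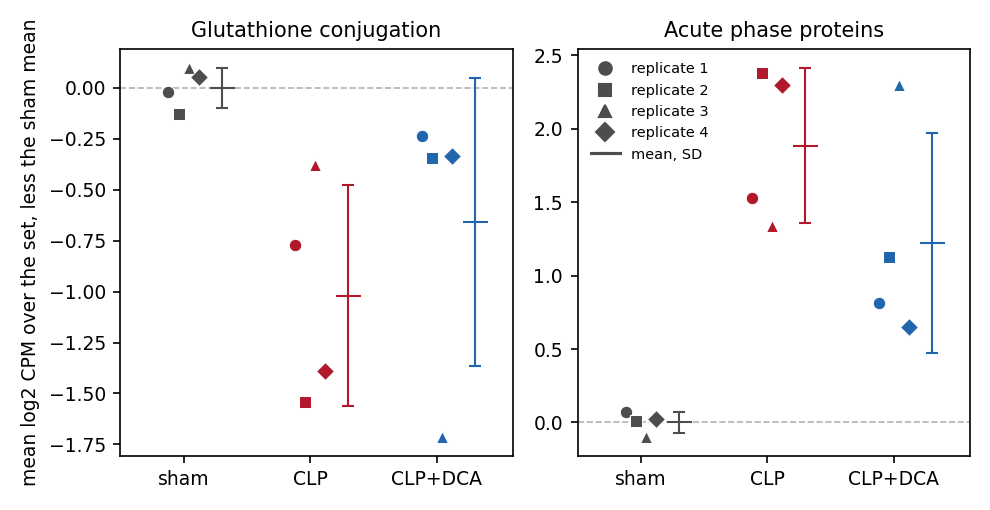
Score of the glutathione conjugation genes (left) and of the acute phase protein genes (right) in each mouse, as the mean log2 CPM over the set less the sham mean, for sham, CLP and CLP+DCA. Each point is 1 mouse and the bars give the mean and SD of 4 mice; CLP+DCA replicate 3 lies at -1.71 (left) and 2.30 (right), apart from the other CLP+DCA mice.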

**Figure 5.**
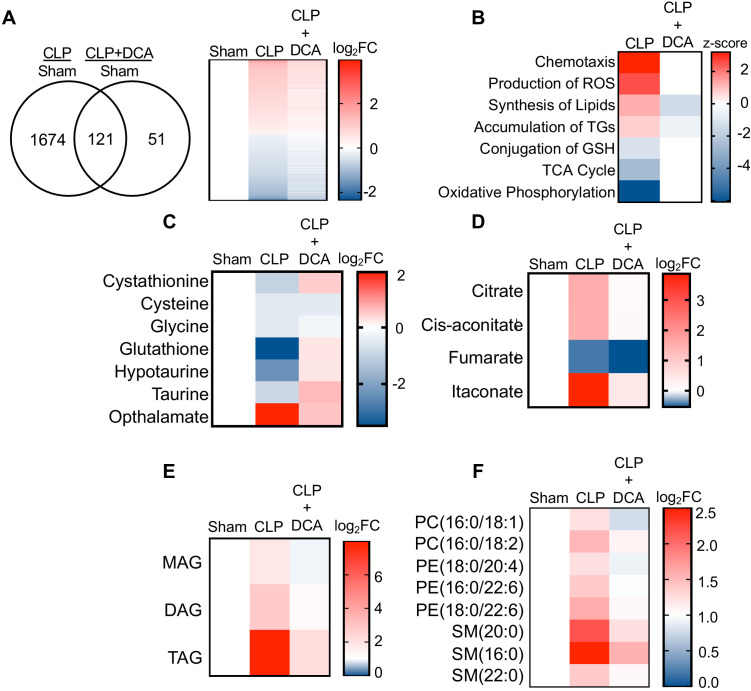
PDK inhibition restores hepatic metabolism in septic mice. (**A**) Venn diagram of differentially expressed genes (DEGs) assessed by RNA-seq in CLP versus sham compared to CLP+DCA versus sham 30 hr post-surgery (left). Heatmap of average log2 fold change of DEGs in sham, CLP, and CLP+DCA (right) (n = 4 mice per group). (**B**) Heatmap depiction of z-scores of top canonical pathways identified by IPA in CLP versus sham and CLP+DCA versus sham. (**C**) Heatmap depiction of average log2 fold change in metabolite levels involved in redox balance in sham, CLP, and CLP+DCA 24 hr post-surgery measured by UPLC–MS/MS (n = 5 sham; n = 8 CLP and CLP+DCA). (**D**) Heatmap depiction of average log2 fold change in metabolite levels involved in TCA cycle in sham, CLP, and CLP+DCA 30 hr post-surgery measured by UPLC–MS/MS (n = 5 sham; n = 8 CLP and CLP+DCA). (**E**) Heatmap depiction of average log2 fold change in MAG, DAG, and TAG levels in sham, CLP, and CLP+DCA 30 hr post-surgery measured by UPLC–MS/MS (n = 5 sham; n = 8 CLP and CLP+DCA). (**F**) Heatmap depiction of average log2 fold change in phospholipids in sham, CLP and CLP+DCA 30 hr post-surgery measured by UPLC–MS/MS (n = 5 sham; n = 8 CLP and CLP+DCA).

Given our previous results indicating the transcriptional changes associated with sepsis in the liver underlie functional alterations in metabolism, we next sought to determine whether the DCA reversal of transcriptional changes leads to reprogramming of metabolism to a pre-sepsis state. Our RNA-seq data showed a positive enrichment score for production of ROS along with negative enrichment for glutathione conjugation. 

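Glutathione conjugation was measured with the Reactome set of that name, of whose 30 genes 23 passed the filter. In CLP versus sham, 19 of the 23 were lower, with a mean log2 fold change of -0.86 and a median of -0.65 (adjusted p = 2.15e-05 by camera and 0.0365 by fry). Past the FDR over all genes were 3, all lower, and 10 when adjusted over the list alone. Gclc (chromosome 9 from 77754535 to 77794489), which encodes the catalytic subunit of the first enzyme of glutathione synthesis, fell from 231.0 ± 18.0 to 136.2 ± 17.3 CPM (SD, n = 4 each), a log2 fold change of -0.76 (standard error 0.15, adjusted p = 0.0295 from edgeR's quasi-likelihood test). The glutathione S-transferase genes of this set are near-identical in part, so that reads could have been split between them. Scores were -0.77, -1.54, -0.38 and -1.39 in CLP replicates 1 to 4 and -0.24, -0.35, -1.71 and -0.33 in CLP+DCA replicates 1 to 4 (exact permutation test between these groups, p = 0.40). For the production of ROS, the 6 genes of the phagocyte NADPH oxidase were taken from a list written down in advance. All 6 were higher in CLP than in sham, with a mean log2 fold change of 0.61 (fry, adjusted p = 0.0389), 5 of them past the FDR adjusted over the list alone and 0 past the FDR over all genes by edgeR, where 5 had an unadjusted p under 0.05. They were also higher in CLP+DCA than in sham (mean 0.65; fry, adjusted p = 0.0599), with a difference from CLP of 0.04 (adjusted p = 0.928).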

Strikingly, the depletion of redox components cystathionine, cysteine, glycine, hypotaurine, taurine, and glutathione elicited by sepsis was completely reversed by administration of DCA (Figure 5c). More importantly, we observed a significant decrease in hepatic ophthalmate levels, signifying a decrease in oxidative stress (Figure 5c). The restoration of key redox metabolites in septic mice following DCA administration prompted us to investigate the mitochondrial consequences of this pharmacological intervention. With the exception of fumarate, DCA completely restores TCA metabolite levels to that of control levels (Figure 5d). Finally, we wished to define the effects of DCA treatment on the hepatic lipidome. Lipidomic analysis shows a protective effect of DCA in ameliorating sepsis-induced steatosis. In summary, these data reveal pharmacological inhibition of the PDK pathway restores transcriptional and metabolic changes associated with sepsis in the liver.

## Discussion

The failure of over 50 trials of anti-inflammatory and anti-cytokine agents for treatment of severe sepsis has led to a reevaluation of the concept of sepsis as causing death by unbridedled inflammation (Abraham, 1999). Instead, it has become increasingly clear that mitochondrial bioenergetics and metabolic reprogramming play vital roles in organ and immune cell dysfunction during sepsis that may lead to sustained organ failure and immunometabolic paralysis (Chang and Pearce, 2016; Patel and Powell, 2017). Consequently, much attention has been focused recently on the immunometabolic consequences of inflammation in immune cells (Buck et al., 2017). However, significant gaps exist in our understanding of the metabolic adaptations induced by systemic inflammation from sepsis in vital organs. Addressing this limitation is critical because sepsis survival depends on restoring both organ and immune cell homeostasis following dysregulated and disseminated inflammation (Singer et al., 2016). In the present study, we reveal severe disruption of several key hepatic metabolic pathways in septic mice, including TCA cycle activity, OXPHOS, redox, and lipid metabolism during the prolonged tolerant phase of sepsis. Importantly, DCA administration restored TCA cycle flux, ameliorated oxidative stress, and reversed sepsis-induced steatosis.

Remodeling of TCA cycle flux is well appreciated to support immune cell effector function in the face of inflammatory challenges (Cheng et al., 2016; Mills et al., 2016; Williams and O'Neill, 2018; Zasłona and O'Neill, 2020). For example, succinate primes inflammation through succinate dehydrogenase (SDH)-mediated ROS generation and ATP synthesis (Mills et al., 2016; Williams and O'Neill, 2018). SDH-derived ROS enhances IL-1β production by activating HIF-1α and activating the NLRP3 inflammasome (Vary, 1991). Inhibition of SDH activity increases IL-10 production and skews inflamed immune cells toward an anti-inflammatory response (Mills et al., 2016). Fumarate, on the other hand, possesses anti-inflammatory properties as it inhibits pro-inflammatory cytokine production either by activating the KEAP1/NRF2 pathway or via inhibiting pathways like NF-κB and MAPK that lie downstream of TLR signaling in immune cells (McGuire et al., 2016; Giustina et al., 2018). Our findings extend the concept that the TCA cycle is subjected to reprogramming in response to sepsis in non-immune cells such as hepatocytes. Furthermore, we found similarities as well as differences in terms of TCA cycle remodeling in hepatocytes compared to immune cell effects, clearly indicating this pathway is regulated in a cell-type- and context-dependent manner during sepsis.

In response to lipopolysaccharide (LPS) stimulation, macrophages significantly upregulate IRG1 and accumulate itaconate from the decarboxylation of cis-aconitate (Lampropoulou et al., 2016; Mills et al., 2018). One of the primary functions itaconate serves in immune cells is to limit IL-1 β production through direct inhibition of SDH and activation of the KEAP1/NRF2 and IκBζ-ATF3 pathways (Lampropoulou et al., 2016; Mills et al., 2018; Bambouskova et al., 2018). In line with what occurs in macrophages, we observed an increase in IRG1 and itaconate in septic hepatocytes at 30 hr. While we did not fully characterize the hepatic function of itaconate, a recent paper demonstrates its anti-inflammatory effects during ischemia-reperfusion injury in the liver (Yi et al., 2020). The deletion of IRG1 heightens inflammation and liver damage and renders hepatocytes susceptible to oxidative injury after I/R injury. Furthermore, itaconate administration reduces liver damage and inflammation associated with I/R in IRG1 KO mice, also emphasizing its anti-inflammatory and hepatoprotective effects (Yi et al., 2020). Given the immunomodulatory effects of itaconate and its accumulation in the liver in our study, we hypothesize that itaconate directs hepatocyte shifts in both TCA cycle metabolism and mitochondrial energetics. Moreover, immune cells have been shown to depend on itaconate accumulation to confer tolerance (Domínguez-Andrés et al., 2019). Our similar findings within the liver during the prolonged phase of sepsis suggests this organ may utilize similar mechanisms to promote tissue tolerance during chronic sepsis. Intriguingly, DCA reduces itaconate levels, which we also find in a human monocyte model of sepsis (Zhu et al., 2020).

Similar to immune cells, liver cells increase ROS production during sepsis (Giustina et al., 2019; Chen et al., 2019). We offer a potential mechanism whereby sepsis leads to significant depletion of redox metabolites within the glutathione pathway ultimately culminating in loss of cellular glutathione levels resulting in ophthalmate accumulation in hepatocytes.

Sepsis profoundly alters lipid metabolism, resulting in significant increases in plasma fatty acid and glycerol concentrations, changes reported to predict prognosis in septic patients (Langley et al., 2013). Furthermore, patients who died from sepsis had evidence of hepatic steatosis affecting 5–80% of liver parenchyma (Koskinas et al., 2008). Human data supports a robust hepatic steatosis phenotype subsequent to sepsis. One vital lipid metabolic pathway that can contribute to steatosis is de novo lipogenesis. While we did not directly measure hepatic lipogenesis, our metabolomics screening did show an increase in hepatic citrate and free fatty acid levels suggesting a increased lipogenesis during sepsis. Functionally, immune cells exploit the lipogenic pathway for the generation of malonyl-CoA and subsequent malonylation of glycolytic enzymes, which ultimately contributes to the metabolic adaptation of macrophages to inflammatory cues (Galván-Peña et al., 2019). While this work did not investigate the mechanisms and factors driving alterations in hepatic lipid metabolism during sepsis, we hypothesize altered regulation of transcription factor peroxisome proliferator-activated receptor alpha (PPARα) to be play a critical role. PPARα is considered to be one of the key regulators of fatty acid oxidation as it controls the expression of numerous genes in this pathway upon activation by unsaturated fatty acids (Georgiadi and Kersten, 2012). Multiple studies have reported altered expression of PPARα during sepsis (Paumelle et al., 2019; Standage et al., 2012; Standage et al., 2017). Of interest, recently Van Wyngene et al. reported the biological activity of PPARα to be significantly lowered in a CLP model of sepsis (Van Wyngene et al., 2020). This resulted in impaired fatty acid uptake and β-oxidation, driving the increase of fatty acids levels in circulation and accumulation of lipid droplets in the liver (Van Wyngene et al., 2020). Furthermore, Wyange et al. also demonstrated that activation of PPARα improved hepatic lipid metabolism and survival during sepsis, highlighting the protective nature of this pathway during sepsis (Van Wyngene et al., 2020).

In addition to accumulation of free fatty acids and triglycerides in the liver, our lipidomic analysis revealed significant increases in PLs. In the present study, we find hepatic levels of the PLs phosphatidylcholine, phosphatidylethanolamine, and sphingomyelin to be heightened during sepsis, indicating abnormal metabolism of PLs. PC and PE are the most abundant PLs that make up cellular membranes and an abnormally high ratio of PC and PE has been reported to influence energy metabolism and linked to fatty liver disease and impairment in liver regeneration after injury (Kennelly et al., 2017; Ling et al., 2012; Li et al., 2006). Altered PC:PE ratio has also been shown to influence the dynamics and regulation of lipid droplets contributing toward steatosis, a phenotype we also report in our study (Kennelly et al., 2017; Ling et al., 2012; Listenberger et al., 2018). The dysregulation of hepatic PL metabolism may be a contributing mechanism underlying steatosis, which is a topic of future investigation. Additionally, PLs serve as precursor molecules to bioactive lipids, which are involved in numerous signal transduction cascades (Sunshine and Iruela-Arispe, 2017). Investigating whether signaling properties of bioactive lipids in the liver during sepsis is pathogenic or contributes to sepsis resolution is also needed in the future.

PDC is a master metabolic regulator controlling the conversion of pyruvate to acetyl-CoA in the mitochondria (Stacpoole, 2012) and its inactivation contributes to the metabolic reprogramming that occurs in immune cells in response to inflammatory signaling (Zhu et al., 2020; Stacpoole, 2012). PDK is a negative regulator of the PDC, as it phosphorylates PDC and inhibits the conversion of pyruvate to acetyl-CoA (Stacpoole, 2012). During sepsis, the expression and activity of PDK1 in immune cells is heightened, contributing to the dysfunction of mitochondrial metabolism. One mechanism driving this observed increase is through pro-inflammatory mediators such as LPS and interferon gamma (IFN-γ) (Min et al., 2019). Another possible mechanism contributing to PDK activation in the context of sepsis is through glucocorticoid signaling (Huang et al., 2002). In fact, starvation is well established to activate the PDK pathway (Hutson and Randle, 1978; Baxter and Coore, 1978; Fuller and Randle, 1984; Denyer et al., 1986; Wu et al., 2000). Based on our findings of elevated glucocorticoid levels in both the circulation and the liver, we hypothesize the stress hormone pathway as a contributor to PDK activation during sepsis.

We reported in a sepsis monocyte model that DCA reduced TCA cycle catabolic effects concurrent with increasing amino acid anaplerotic catabolism of branched-chain amino acids, leading to increased TCA-driven anabolic energetics (Zhu et al., 2020). In the present study, we find restoration of hepatic TCA metabolites, decreased triglyceride accumulation, lessening of lipid synthesis, and ammelioration of oxidative stress in septic mice after DCA administration. Overall, we demonstrate that hepatic transcriptional and metabolic dysfunction improves after targeting the PDK/PDC axis with DCA.

Notably, our interpretation of results is based on a single 30 hr time point, which was selected based on our previous publication showing reversal of disease tolerance mechanisms and increased survival following DCA intervention at 24 hr (McCall et al., 2018). Indeed, the metabolic changes at 30 hr in this study align with repressed mitochondrial respiration and extracellular acidification reported in this earlier publication. Future time course studies will take advantage of this data to expand our knowledge of hepatic metabolic perturbations during the sepsis response and provide higher granularity of the regulatory events underlying the DCA effects. Furthermore, while our current work provides a comprehensive atlas of hepatic metabolic and transcriptional pathways subject to dysregulation during prolonged sepsis, acute metabolic manifestations on a global scale remain unknown. Indeed, it is well documented that early metabolic changes are induced in the immune compartment in response to pathogen exposure, which ultimately shape the host response to infection including induction of inflammation as well as establishment of immune tolerance (van der Poll et al., 2017). Previous work from our group demonstrates extreme metabolic flexibility that occurs in a coordinated fashion in myeloid cells (Zhu et al., 2019), opening the possibility that the liver may behave in a similar dynamic fashion. Moreover, prior work has demonstrated rearrangements of certain hepatic metabolic pathways at the transcriptional level within hours of sepsis induction (Recknagel et al., 2012). For example, amino acid, fatty acid, and redox pathways are downregulated transcriptionally in the liver within 6 hr of sepsis (Recknagel et al., 2012). Intriguingly, we find similar alterations at the metabolite level during prolonged sepsis, indicating early transcriptional changes elicited by sepsis may prime the liver for the later metabolic manifestations observed in our current study. Future work evaluating the contribution of these early transcriptional changes to acute metabolic reprogramming in hepatocytes during the resistance phase is needed. These studies will illuminate whether the findings reported here represent protective mechanisms associated specifically with tissue tolerance or are pathogenic in nature, a product of aberrant response to pathogenic exposure.

In terms of molecular mechanisms underlying the hepatic metabolic manifestations of sepsis, several potential candidates exists. Firstly, the mammallian target of rapamycin (mTOR) could be contributing to sepsis-induced metabolic disturbances in the liver. The foundation for this hypothesis is due to mTOR being demonstrated to be an essential component of the inflammatory response as well as underlying the glycolytic switch observed during acute sepsis (Cheng et al., 2016; Cheng et al., 2014). The metabolic signature observed here during the prolonged phase of sepsis is characterized by decreased mitochondrial and glycolytic derived energy, consistent with a state of impaired mTOR activity. Evaluating the effects of sepsis on altering hepatic mTOR signaling will shed light on whether there is acute activation of this pathway during the resistance phase and whether it shifts toward inhibition during the tolerant phase. Opposite to the anabolic mTOR pathway is the AMP-activated kinase (AMPK) pathway, which promotes catabolism. AMPK is known to play a critical role in maintaining cellular energy homeostasis and its activation is important in the restoration of metabolic balance. Numerous studies utilizing animal models such as acute lung injury, ischemia-reperfusion, acute kidney injury, and hemorrhagic shock have shown protective effects of AMPK, its activation decreasing organ injury and inflammation (Zhao et al., 2008; Peralta et al., 2001; Howell et al., 2013). Of interest, activation of AMPK during sepsis minimizes liver and renal endothelial damage by decreasing inflammatory cytokine production (Escobar et al., 2015). Similarly, using transgenic mouse models, others have shown that deletion of AMPKα in myeloid cells exacerbates polymicrobial sepsis by promoting the release of HMGB1 and endotoxic shock, while activation of AMPK had protective effects (Huang et al., 2018). Overall, given the evidence, it is clear that activation of the AMPK signaling serves to limit inflammation and overall organ dysfunction. However, the exact mechanism by which AMPK signaling is dysregulated and the impact on metabolic remodeling in the liver during sepsis needs further investigation.

While we did not directly test here the physiological/pathophysiological contribution of individual metabolic pathways during the course of sepsis, we hypothesize that the overwhelming hepatic metabolic response during prolonged sepsis is pathogenic in nature. Our interpretation is based on our DCA results. We have previously demonstrated that DCA treatment reverses immunoparalysis and promotes host survival (McCall et al., 2018). Our results indicate that the vast majority of metabolic changes observed during non-lethal sepsis are completely reversed in DCA-treated mice. We surmise that if these metabolic pathways were contributing to host survival, the DCA treatment would have enhanced their activity (i.e. DCA would increase metabolites increased in response to sepsis). Furthermore, we postulate that the observed hepatic metabolic changes associated with prolonged sepsis may in fact be directly contributing to immunoparalysis and subsequent host demise. Further work dissecting the contribution of these hepatic metabolic changes during the course of non-lethal sepsis is needed to establish the physiological/pathophysiological contribution in the context or pathogen resistance and tissue tolerance.

Alternatively, it is possible that some of the metabolic changes associated with sepsis in the liver confer host protection and tissue resolution. For example, we observed a significant decrease in hepatic fumarate levels 30 hr post-sepsis and an even further reduction in the DCA-treated septic mice. We speculate that the decrease in endogenous hepatic fumarate may lend itself to organ protection and sepsis resolution. Fumarate derivatives however have been shown to possess anti-inflammatory, antioxidant, and pro-survival properties in the liver during sepsis (Shalmani et al., 2018). Whether endogenous fumarate posseses differential effects than its derivatives (dimethyl fumarate) is unknown. Other TCA cycle derivatives such as dimethyl itaconate and 4-octyl itaconate have shown to exert differential effects than the endogenous form (Swain et al., 2020). Future work dissecting the role of endogenous fumarate and derivatives during lethal and non-lethal sepsis is warranted to illuminate whether this metabolite promotes tissue damage and whether the reduction is compensatory in nature.

In particular, further investigation specifically into the PDK pathway to determine which isoform underlies the hepatic manifestions of sepsis is needed. This is warranted given multiple isoforms of PDK expressed in the liver (Klyuyeva et al., 2019) and DCA inhibits multiple isoforms of PDK (Bao et al., 2004; Pratt and Roche, 1979). The results of this study fill a gap in understanding how sepsis at the molecular level alters liver metabolism and expand the current concepts on physiology and pathophysiology of resistance and tolerance of hepatocyte during sepsis (Weis et al., 2017; Soares et al., 2017). It is still unclear from our studies however if the effects of DCA on reversing hepatic metabolism are due to its effects on ameliorating immunoparalysis and enhancing pathogen clearance.

Here, we have confirmed and extended our previous findings that stimulation of mitochondrial OXPHOS metabolism by DCA in murine sepsis may be therapeutic in ameliorating the sepsis-induced immunometabolic paralysis of liver and potentially other vital organs. While encouraging, we recognize the limitations of extrapolating such positive findings in murine models to septic patients. Nevertheless, intravenous DCA has been used safely in critically ill patients (Stacpoole et al., 1983; Stacpoole et al., 1992; Stacpoole et al., 1988), supporting the translational potential of the current and related investigations. Furthermore, our data demonstrate that the reversal of organ metabolic dysfunction may be a potential mechanism by which DCA confers protection in murine models of sepsis.

## Materials and methods

### Animal experiments

Male C57BL/6J mice aged 8–10 weeks were purchased from The Jackson Laboratory (Bar Harbor, ME). All animals were subjected to a 12:12 hr dark/light cycle with ad libitum access to standard rodent chow and water. CLP model was used to induce sepsis as previously described (McCall et al., 2018; Vachharajani et al., 2014). Mice were randomly assigned to our experimental groups. Briefly, cecum was ligated and punctured two times with a 22-gauge needle. Contents were then returned, and incision was closed in two layers (peritoneum and skin). Sham operation where abdominal incision was made, but cecum not ligated or punctured was used as a control. Subcutaneous fluids (1 ml normal saline) were given to each animal. Mice were euthanized 30 hr post-surgery for tissue collection. Dichloroacetate (DCA) (Sigma; MO, USA) was administered (25 mg/kg) intraperitoneally at 24 hr post-surgery and tissues collected 6 hr post DCA administration (30 hr post-surgery). No explicit power analysis was used to calculate sample size. Our sample size was based on consultation with Metabolon for metabolomic screening.

### Hepatocyte Isolation

Hepatocytes were isolated via portal vein perfusion and collagenase digestion as previously described (Chen et al., 2000). Following perfusion, liver cells were liberated by gentle dissociation in Dulbecco’s modified Eagle’s medium (DMEM) (ThermoFisher; CA, USA). Cells were then filtered through nylon mesh to remove cellular debris and connective tissue and resulting cells pelleted by centrifugation at 50 g for 1 min. After three washes with DMEM, cells were counted and viability assessed via Trypan Blue exclusion.

### RNA-sequencing

RNA was isolated from whole liver tissues using Trizol and the RNeasy RNA isolation kit (Qiagen; MD, USA) according to manufacturer’s protocol. One microgram of high-quality RNA (RIN > 8) was used as a template for library generation using the Illumina TruSeq RNA Sample Prep Kit v2 (Illumina; CA, USA) according to the manufacturer’s protocol. Generated libraries were then poly(A) enriched for mRNA prior to sequencing. Indexed samples were sequenced at 100 bp paired-end protocol with the NovaSeq 6000 (Illumina), generating approximately 20–30 million reads per sample. Sequenced reads were aligned to the University of California Santa Cruz (UCSC) mm10 reference genome using STAR v2.5 as previously described (Dobin et al., 2013). The mapped read counts were quantified by Subread featureCounts v1.5.0-p1 (Liao et al., 2014). Differentially expressed genes (DEGs) were determined by DESeq2 v1.14.1 (Liao et al., 2014) using a false discovery rate of 0.05. Ingenuity pathway analysis (Qiagen) and Gene Set Enrichment Analysis v4.0.3 (GSEA) were further used as previously described (Quinn et al., 2018). Sequencing was performed one time with four biological replicates per group.

### Ultrahigh-performance liquid chromatography–tandem mass spectroscopy

Hepatocytes were isolated described above for metabolomic screening via ultrahigh-performance liquid chromotography–tandem mass spectroscopy (UPLC–MS/MS) (Metabolon; NC, USA). Briefly, 150–200 µl cell pellets per animal were used as starting material. Samples were prepared using the automated MicroLab STAR system (Hamilton; NV, USA). Proteins were precipitated using methanol under vigorous shaking for 2 min followed by centrifugation. Prior to analysis organic solvents were removed with TurboVap (Zymark; MA, USA) and overnight storage under nitrogen. Dried samples were reconstituted with solvents compatible with the three following analytical methods: (1) reverse phase (RP)/UPLC–MS/MS methods with positive-ion mode electrospray ionization (ESI), (2) RP/UPLC–MS/MS with negative-ion mode ESI, and (3) HILIC/UPLC–MS/MS with negative-ion mode ESI. Resulting samples were analyzed with the ACQUITY UPLC (Waters; MA, USA) and a Q-Exactive high-resolution/accurate mass spectrometer (ThermoScientific; MA, USA) interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer operated at 35,000 mass resolution. An acidic positive-ion condition was used on an aliquot optimized to detect more hydrophilic compounds. Another acidic positive-ion condition was ran but chromotographically optimized for hydrophobic compounds. Basic negative-ion optimized conditions were also used on a separate C18 column. Resulting raw data was extracted and peaks identified using Metabolon’s hardware and software. Compounds were identified by comparing to known library entries of purified standards or recurrent unknown entities. A library of authenticated standards contain retention time/index (RI), mass to charge ratio (m/z), and chromotographic data (MS/MS spectral data) on all library compounds. Three criteria are used to identify chemicals: (1) RI within a narrow window of proposed identification, (2) accurate mass match to the library ±10 ppm, and (3) MS/MS forward and reverse scores between the experimental data and authentic standards. Peaks were quantified using area under the curve. For complex lipid panel, lipids were extracted with methanol:dichloromethane in the presence of internal standards. Extracts were concentrated under nitrogen and reconstituted in 250 ml of 10 mM ammonium acetate dichloromethane:methanol (50:50). Mass spectrometry analysis was performed in a Shimazdu LC with nano PEEK tubing and the Sciex SlexIon-5500 QTRAP (Sciex; MA, USA). Both negative and positive mode electrospray were used. Individual lipid species were quantified by taking the peak area ratios of target compounds and their assigned internal standards then multiplying by the concentration of added internal standards. Lipid class concentrations were calculated from the sum of all molecular species within a class, and fatty acid compositions were determined by calculating the proportion of each class comprised by individual fatty acids. Mass spectrometry analysis was performed one time.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE167127. The following dataset was generated: QuinnMAMartinezJ2021Effects of sepsis and dichloroacetate on hepatic transcriptomeNCBI Gene Expression OmnibusGSE167127

How the deposited data were processed for this re-analysis (not part of the article)

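RNA of whole livers from 12 male C57BL/6J mice, 4 sham, 4 CLP and 4 CLP+DCA, was sequenced at 30 hr post-surgery, and the CLP+DCA mice had received DCA at 25 mg/kg at 24 hr. The authors prepared poly(A)-enriched libraries, aligned paired-end reads to the mm10 genome with STAR, counted them per gene with featureCounts and tested genes with DESeq2. The deposited table holds unnormalized read counts for 25611 genes with NCBI Gene identifiers and coordinates, of which 6769 have no read in any mouse. The gene annotation behind the counts and the strand setting are not named in the paper's text. Some symbols (396) are carried by several genes, 1384 in all, which together take at most 0.00441% of the reads of a mouse. Genes of the mitochondrial chromosome are not in the table. Each mouse was taken as 1 replicate, under the condition and replicate number of its label. Few reads on Xist (1 to 6 per mouse) and many on Ddx3y (1102 to 2361) were found in all 12 mice, as in male animals. The part of the supplementary tables at hand, 1999 of 15852 genes in TPM and 974 of 25611 genes in rlog, was checked against the counts: in both, all 12 columns were closest to the counts of the mouse whose name they carry.

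Between 24436513 and 44266819 reads per mouse were counted, with medians of 32519866 in sham, 32684822 in CLP and 29767002 in CLP+DCA. Reads without molecular identifiers are not independent molecules, so that counting error is a lower limit of the error. The SD between mice, which holds it, is given with each mean. Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Counts were filtered with edgeR's filterByExpr (minimum count 10), which left 13190 genes, and normalized by TMM. A robust quasi-likelihood model was fitted to all 12 mice, and CLP versus sham, CLP+DCA versus sham and CLP+DCA versus CLP were tested as contrasts at a Benjamini-Hochberg FDR of 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Expression is given in CPM on TMM-normalized library sizes, and log2 CPM with a prior count of 2.

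Gene sets were tested with camera at an inter-gene correlation of 0.01, adjusted over 11 sets within each contrast. From Reactome came OXPHOS, the TCA cycle, detoxification of ROS, fatty acyl-CoA biosynthesis, triglyceride biosynthesis, lipid and lipoprotein metabolism, glutathione conjugation and chemokines with their receptors. Sets of fatty acid oxidation, desaturases and elongases, and acute phase proteins were written from general knowledge, as were 14 further lists, tested with fry: targets of NRF2, PPARα, SREBP and glucocorticoids, phagocyte NADPH oxidase, circadian clock genes, pyruvate dehydrogenase kinases and phosphatases, genes named in the study, and markers of hepatocytes, neutrophils, Kupffer cells, lymphocytes, endothelium, and stellate cells with cholangiocytes. The comparisons, the sets, the rule for naming genes and the alternative settings were fixed before the data were examined, although values of some abundant genes in the paper's supplementary tables had been seen. Named are the 5 largest rises and 5 largest falls among DEGs of CLP versus sham and the 3 largest of the other contrasts, among genes of at least 5 CPM in 1 of the groups whose groups do not overlap, the genes the paper names, the 2 genes with the smallest p of each set, and members of the lists. The score of a list in a mouse is the mean log2 CPM over its genes less the mean of sham, compared by exact permutation tests.

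The position of a mouse on the CLP DEGs is its mean over these genes, signed by the CLP change and scaled between the means of sham and CLP. The retained fraction of a gene is its log2 fold change in CLP+DCA versus sham divided by that in CLP versus sham. Simulated data sets, 20 per setting, gave the values where CLP+DCA lies at the sham or at the CLP means, or where neither group differs from sham. The settings edgeR on all 12 mice, on the 8 mice compared and with the replicate block, DESeq2 on all 12 mice and voom, were first tested on simulated counts with 200 changed genes. There, edgeR on all 12 mice recovered 186 with 5 wrong calls, DESeq2 196 with 32, and voom 182 with 7. A simulated retained fraction of 0.5 was found as 0.501, and none of 10 unchanged sets was called by any of the set tests. The 200 genes were changed by 2 on the log2 scale, and all genes were drawn independently of each other. The unchanged sets thus do not show how the set tests behave where genes are correlated. Alternatives were DESeq2 and edgeR on the 8 mice compared, DESeq2 on all mice, RLE or library size alone for normalization, no filter or 1 CPM in every mouse of a group, voom with sample quality weights, the replicate number as a block, other thresholds, other set tests and leaving out each mouse.

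Several choices were made after values were seen. Acod1 did not pass the filter, so that its value is the planned exact permutation test on log2 CPM, and edgeR without a filter was added. In the cross-fitted retained fraction, 2 against 2 mice gave no DEG, and the 367 genes with the smallest p of each split were used. The simulation with shared sham mice was revised to redraw all 3 groups, and then extended to lists of 367 genes and to the move toward sham, which was also measured in the cross-fitted splits. The paper's TPM were set on one scale with the log2 fold changes, and the counts on that of the TPM by a factor per mouse, the median ratio of TPM to CPM over genes, each relative to its mean over all mice. Fits without CLP+DCA replicate 3 and a CLP mouse were added. The test of exchanged labels was replaced by one on mice held out of the selection of genes, since the first was biased. Lists of skeletal muscle, smooth muscle, heart, pancreas and blood markers were written after muscle genes had been seen. Metabolites and lipids are not analysed here, and neither IPA nor the GO sets were used.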

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

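Chosen only after the result was seen were the tests of a CLP+DCA mouse without DCA, both tests of skeletal muscle, and the held-out form of the test of exchanged labels. In 132 groups of 4 mice, the gap between the most distant mouse and its nearest neighbor was compared with the range of the group, and 16 groups (12.1%) were above the 95% limit of Dixon's test. Chance gives about 1 in 20 groups, and the measures are not independent, so that chance cannot be excluded for any single one of these 16 from this test alone.

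CLP+DCA replicate 3 was far from the other CLP+DCA mice in 5 measures. Its total was 40251177 reads (the others 28885969 to 30505473), its glutathione conjugation score was -1.71 (-0.35 to -0.24), its score of NRF2 targets -1.25 (-0.43 to -0.29), its score of hepatocyte markers -1.18 (-0.13 to -0.03) and its log2 CPM of Fads1 7.25 (8.48 to 8.71). On the DEGs of CLP versus sham, it lay among the CLP mice. Sequencing depth is excluded as the cause, since its position was 0.926 with every library thinned to the smallest total. GC content and transcript length are excluded by a position of 0.933 after adjustment, and acute phase transcripts that take the reads by one of 0.918 without these genes. An exchange of labels with a CLP mouse needs a CLP mouse at the level of the other CLP+DCA mice. The lowest CLP mouse held out of the selection of genes, replicate 3, lay at 0.638, against 0.215 to 0.361 for CLP+DCA replicates 1, 2 and 4, which counts against an exchange. On the axis from CLP to CLP+DCA, this CLP mouse lay at 0.442, between its group and the held-out CLP+DCA mice (0.796 to 0.854). With its label and that of CLP+DCA replicate 3 exchanged, 2929 genes were called in CLP+DCA versus CLP, against 1 as labelled. An exchange with CLP replicate 1 gave 840. These counts go the other way, so that an exchange is not excluded. A septic mouse without DCA in the CLP+DCA group cannot be told apart from a treated mouse that did not respond to DCA or was more ill. The root mean square distance of CLP+DCA replicate 3 was 0.519 from its nearest CLP mouse, within the 0.464 to 0.808 between CLP mice, but 0.907 from the farthest, beyond them, and 0.975 to 1.06 from the other CLP+DCA mice. The biological explanation was not tested and stays open.

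CLP replicate 3 had 0.408% of its reads (161782) on 30 skeletal muscle genes, against at most 0.00367% in the other 11 mice, a signal in genes the paper does not discuss. Its share on 8 heart genes was 0.00103% (other CLP mice 0.0000584 to 0.000120%). All 30 skeletal muscle genes were highest in this mouse. Acta1, with 675 CPM here and at most 0.622 in the other mice, is an example. A response of the liver to CLP is excluded, since the highest muscle score of the other 3 CLP mice was -0.18. Skeletal muscle tissue in the liver sample cannot be told apart from a wider mix of tissues, since most smooth muscle (8 of 8), heart (5 of 8) and pancreas genes (6 of 8) were also highest in this mouse, which skeletal muscle alone was not predicted to give. Smooth muscle genes took 0.00420% of its reads. Pancreas markers took 0.00111%, above the other CLP mice (0.000577 to 0.000714%) and within the range of sham, and blood markers 0.00596%, above the other CLP mice (0.00288 to 0.00415%) and below sham.

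Among the same scores, CLP replicate 3 had the lowest of the CLP mice for SREBP targets (-0.37, others -0.17 to -0.14) and the highest for genes named in the study (0.12, others -0.74 to -0.60), a list that holds Pdk4. Pdk4 was at 151 CPM in this mouse, 2.67 to 18.2 in the other CLP mice and 2.57 to 3.01 in sham. Its log2 fold change in CLP versus sham was 4.03 (standard error 1.14, adjusted p = 0.0695 from edgeR), and 1.85 (standard error 0.75, adjusted p = 0.124) without this mouse. CLP replicates 2 and 4 were above sham too (18.2 and 9.38 CPM), while replicate 1 lay within it (2.67 CPM). The muscle scores of replicates 2 and 4 were -0.38 and -0.52, below sham (-0.20 to 0.16). For these mice, the values argue against muscle RNA as the whole cause of the Pdk4 rise. How much of the rise muscle RNA gave cannot be told, since the rest was not past the FDR. Without CLP replicate 3, Pdk1 was past the FDR (-1.03, adjusted p = 0.0273), as it was not with it (-0.80, adjusted p = 0.0666).

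The remaining distant mice gave no common pattern, and no technical or biological explanation was tested for them. CLP+DCA replicate 4 had a score of phagocyte NADPH oxidase of -0.046 (others 0.79 to 0.82) and a log2 CPM of Pdk1 of 5.43 (5.23 to 5.25). CLP replicate 1 had a Kupffer cell score of 0.72 (0.34 to 0.40), and CLP replicate 4 an endothelial score of 0.25 (0.53 to 0.59). Sham replicate 4 had a score of pyruvate dehydrogenase kinases and phosphatases of -0.090 (0.02 to 0.04) and a log2 CPM of Scd1 of 11.80 (10.57 to 10.78). CLP+DCA replicate 2 had 0.000134% of its reads on heart markers (0.0000969 to 0.000102%), from 39 reads.

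Circadian clock genes, which the paper does not discuss, differed between CLP and sham. The mean log2 CPM of Arntl, Npas2 and Clock less that of Nr1d1, Dbp and Per3 was 3.52 higher in CLP (1.76 to 6.00 in CLP mice, sham mice centered on 0; exact permutation test, two-sided, p = 0.0286, the smallest possible). Genes of opposite phase thus moved apart, which a different time of day at harvest may explain. The collection times of single mice are not given, and an effect of sepsis on the clock of the liver was not tested and stays open. Between CLP+DCA and sham, the difference was 1.55 (exact permutation test, p = 0.229), with CLP+DCA replicate 3 at 5.32 and the others between -0.12 and 0.65.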

How the results depend on the processing

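Chosen only after the data were seen were the fits without a mouse of the group outside the comparison and edgeR without a filter for Acod1. With RLE size factors, all 39 results were unchanged by the rule set for each kind of value. Counts of DEGs, by contrast, moved with most settings. CLP versus sham gave 1906 with DESeq2 on all 12 mice, 3422 with DESeq2 and 2387 with edgeR on the 8 mice compared, 3417 with voom and sample quality weights, 209 with library size alone, 122 without a low-count filter, 187 with an absolute log2 fold change of at least 1 and 10 at an FDR of 0.01. The last 2 are stricter by construction, and elsewhere the cause was not tested. DESeq2, voom and edgeR on the 8 mice called 362 to 366 of the 367 DEGs. For CLP+DCA versus sham, the same settings gave 243, 169, 0, 473, 3 (library size alone), 3 (fold change) and 1 (FDR of 0.01). Between CLP+DCA and CLP, they gave 137, 80, 0 and 1287, and 0 with the fold change or an FDR of 0.01. The counts of 0 are from edgeR, which had 1714 and 1319 genes at an unadjusted p under 0.05 on all 12 mice. In the simulated data, edgeR and DESeq2 made calls at this number of mice, DESeq2 with 13.6% wrong calls and edgeR with 2.6%.

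Single mice moved these counts too, and fewer mice lower the power by construction. CLP versus sham ranged from 10 to 3157 DEGs: 12, 22, 10 and 34 without sham replicates 1 to 4, 79, 16, 990 and 13 without CLP replicates 1 to 4, and 129, 142 and 3157 without CLP+DCA replicates 1 to 3. CLP+DCA versus sham ranged from 1 to 11: 1, 3, 2 and 3 without sham replicates 1 to 4, 1, 9, 2 and 1 without CLP replicates 1 to 4, and 1, 1, 11 and 11 without CLP+DCA replicates 1 to 4. CLP+DCA versus CLP ranged from 0 to 616: 0, 2, 0 and 2 without sham replicates 1 to 4, 0, 0, 8 and 0 without CLP replicates 1 to 4, and 0, 0 and 616 without CLP+DCA replicates 1 to 3. A mouse outside the comparison enters these counts through the fit of all 12 mice, and which part of the fit moved them was not tested.

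Of the DEGs of CLP versus sham, 1.09% were also DEGs in CLP+DCA versus sham (95% Clopper-Pearson interval 0.298 to 2.77%, which covers counting error only). This share was 9.60% with DESeq2 on all 12 mice, 3.77% with DESeq2 and 0% with edgeR on the 8 mice compared, 3.28% without a filter, 9.07% with voom and 10% at an FDR of 0.01. Without a mouse, it ranged from 0.202 to 25%: 8.33, 9.09, 20 and 5.88% without sham replicates 1 to 4, 25, 0.202 and 7.69% without CLP replicates 2 to 4, and 0.704, 0.317 and 1.91% without CLP+DCA replicates 2 to 4. The median fraction of the CLP change that remained was 0.565 and lay between 0.361 (voom) and 0.600 (edgeR on the 8 mice) over the other settings, with 0.559 when cross-fitted (0.433 to 0.855 over 36 splits). Without a mouse it ranged from 0.287 to 0.703, the lowest without CLP+DCA replicate 3. Each other tool and each fit without a mouse took the genes that it called itself. Without CLP+DCA replicate 3, these were 3157 genes.

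Between CLP and sham, camera with an estimated correlation left none of 6 sets past the threshold: OXPHOS (-0.33, adjusted p = 0.311), the TCA cycle (-0.33), fatty acyl-CoA biosynthesis (-0.22), desaturases and elongases (-0.33), glutathione conjugation (-0.86) and acute phase proteins (2.00). Adjusted p-values over these sets were 0.101 to 0.311. Sets newly past it were detoxification of ROS with voom (-0.070) and preranked GSEA (normalized enrichment score -1.52), fatty acid oxidation with DESeq2 on the 8 mice (-0.15) and voom (-0.19), triglyceride biosynthesis with DESeq2 on the 8 mice (0.014, a fall by the test) and preranked GSEA (-1.47), lipid and lipoprotein metabolism with DESeq2 on the 8 mice (0.020, a fall by the test) and preranked GSEA (-1.51), and chemokines with library size alone (0.48). Library size alone moved the median of all genes to -0.15. In CLP+DCA versus sham, fry and the estimated correlation both left OXPHOS (-0.22), the TCA cycle (-0.25), fatty acid oxidation (-0.27), lipid and lipoprotein metabolism (-0.10) and glutathione conjugation (-0.47) short of the threshold, and the estimated correlation acute phase proteins (1.58). Chemokines reversed in the test's direction with edgeR on the 8 mice (0.23) and the 1 CPM filter (0.19). Between CLP+DCA and CLP, fry and the estimated correlation left OXPHOS (0.11), glutathione conjugation (0.39) and acute phase proteins (-0.41) short of it. Glutathione conjugation was also short with library size alone (0.49), the 1 CPM filter (0.36) and the replicate block (0.43). Newly past were the TCA cycle with voom (0.20), fatty acid oxidation (-1.73) and lipid and lipoprotein metabolism (-1.42) with preranked GSEA, and chemokines with library size alone (-0.079), and desaturases and elongases reversed with voom (0.081). The cause was not tested in any of these. Some means moved by more than 1.5 times with the test on the same side of the threshold. With DESeq2 on all 12 mice, DESeq2 on the 8 mice and no filter, which all keep genes of few reads, fatty acyl-CoA biosynthesis was at -0.067, -0.067 and -0.090 in CLP versus sham and at -0.28, -0.27 and -0.35 in CLP+DCA versus CLP, and OXPHOS in CLP+DCA versus CLP at -0.021, -0.013 and -0.023, each a rise by the test. OXPHOS in CLP versus sham was at -0.21 with both DESeq2 fits.

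Without a mouse, mean log2 fold changes in CLP versus sham ranged from -0.41 to -0.29 for OXPHOS, -0.44 to -0.29 for the TCA cycle, -0.063 to 0.056 for detoxification of ROS, -0.31 to -0.053 for fatty acid oxidation, -0.24 to -0.19 for fatty acyl-CoA biosynthesis, -0.42 to -0.30 for desaturases and elongases, -0.080 to -0.028 for triglyceride biosynthesis, -0.20 to -0.077 for lipid and lipoprotein metabolism, -1.14 to -0.74 for glutathione conjugation, 0.39 to 0.70 for chemokines and 1.80 to 2.15 for acute phase proteins. Newly past the threshold were detoxification of ROS without sham replicate 4 (0.0042), fatty acid oxidation without sham replicate 4 (-0.19) or CLP replicate 3 (-0.31), and lipid and lipoprotein metabolism without sham replicate 1 (-0.12), sham replicate 4 (-0.12), CLP replicate 3 (-0.20) or CLP+DCA replicate 3 (-0.11). Acod1 ranged from 1.66 to 2.43. It was short of the threshold without sham replicates 1 to 4 (2.01, 1.78, 2.07 and 2.18, each with p = 0.0571 by the exact permutation test) and without a filter (2.78), and has no value under the 1 CPM filter, voom or the replicate block. Without a sham mouse, each CLP mouse stayed above each remaining sham mouse. A grouping other than the real one gave a difference at least as large, since CLP replicate 4 lay near the sham mice.

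For CLP+DCA versus sham, in the same order, the ranges were -0.28 to -0.13, -0.31 to -0.15, -0.077 to 0.052, -0.36 to -0.18, -0.36 to -0.29, -0.37 to -0.29, -0.16 to -0.11, -0.14 to -0.092, -0.57 to -0.31, 0.087 to 0.55 and 0.88 to 1.74. The smallest changes of OXPHOS (-0.13), the TCA cycle (-0.15), glutathione conjugation (-0.31) and acute phase proteins (0.88) were without CLP+DCA replicate 3. Chemokines reversed in the test's direction without sham replicate 2 (0.39). For CLP+DCA versus CLP, the ranges were 0.027 to 0.19, 0.025 to 0.19, -0.088 to 0.086, -0.22 to 0.044, -0.14 to -0.087, -0.037 to 0.095, -0.11 to -0.059, -0.026 to 0.10, 0.28 to 0.67, -0.49 to 0.035 and -1.12 to -0.22. OXPHOS was 0.19 without CLP replicate 3 and without CLP+DCA replicate 3, 0.068 without CLP replicate 4 and 0.027, short of the threshold, without CLP+DCA replicate 2. The TCA cycle was past it without CLP replicate 3 (0.19) or CLP+DCA replicate 3 (0.18), and fatty acid oxidation without CLP replicate 2 (-0.21), CLP replicate 4 (-0.17) or CLP+DCA replicate 4 (-0.22). Glutathione conjugation was 0.67 without CLP replicate 3 and short of it without CLP replicates 2 (0.28) or 4 (0.28) or CLP+DCA replicates 1 (0.29), 2 (0.33) or 4 (0.34). Acute phase proteins were at -0.22 without CLP replicate 2, -1.12 without CLP+DCA replicate 3 and -0.25 without CLP+DCA replicate 4. Reversed in the test's direction were desaturases and elongases without CLP replicate 3 (0.095) or CLP+DCA replicate 3 (0.025), and lipid and lipoprotein metabolism without CLP+DCA replicate 3 (0.021).

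With the replicate number as a block, 46, 0 and 4 DEGs were called in CLP versus sham, CLP+DCA versus sham and CLP+DCA versus CLP (edgeR; 0% of the first shared with the second), of which 44 were among the 367 and 1 was the DEG of the last contrast. The numbers do not pair the mice: of 12 pairs of mice with the same number in different groups, 1 had a correlation of residuals over 0.1 (range -0.459 to 0.550). A block without pairs spends degrees of freedom. In the simulated data, edgeR recovered 186 of 200 changed genes with the block, as many as without it. Those genes were changed by 2 on the log2 scale, while 187 of the 367 DEGs here reached an absolute log2 fold change of 1. The simulation thus cannot tell whether the block loses smaller changes. The cause of the lost calls was not found, and they say nothing on the size of the changes.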

Differences from the paper's values

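Chosen only after the values were seen was the change of scale for TPM. Of 19 values of the paper compared, 3 differed. Most of the 19 were log2 ratios of TPM, which come from the same libraries and were put on one scale before the comparison. Their match was thus largely given in advance. Unsigned measures with replicates were counted as differing where they lay beyond the SD between mice and over 1.5 times apart. By this rule, the upper end of the reads per sample did not differ, but in megareads it is 30 in the paper's text and 44.3 here, a gap of more than the SD between mice (6.65). The paper's number of DEGs in CLP versus sham is about 1800 in Fig. 5A, added from the printed counts, and 367 were called here with edgeR. It was within 1.5 times the paper's with DESeq2 on all 12 mice (1906), the tool the paper's methods name, and with edgeR on the 8 mice compared (2387). It was not with the other alternatives set before the data were examined: DESeq2 on the 8 mice, RLE, library size alone, both filters, voom, the replicate block, both other thresholds and each sham or CLP mouse left out.

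For CLP+DCA versus sham, the paper's number is about 170 in Fig. 5A, and 5 DEGs were called here. DESeq2 gave 243 on all 12 mice and 169 on the 8 mice compared, both within 1.5 times the paper's. All other alternatives set before the data were examined differed from it. The paper's share of the CLP DEGs that were also DEGs in CLP+DCA versus sham is about 6.7% in Fig. 5A, and the share was 1.09% here. It was within 1.5 times the paper's with DESeq2 on all 12 mice (9.60%), voom (9.07%), an FDR of 0.01 (10%), and without sham replicate 1 (8.33%), sham replicate 2 (9.09%), sham replicate 4 (5.88%) or CLP replicate 4 (7.69%), and not with the other alternatives.

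The log2 ratios of mean TPM in the paper's supplementary table are on another scale than the log2 fold changes here. Over the 1999 genes held, the paper's less those here had a median of -0.26 in CLP versus sham (quartiles -0.28 and -0.25) and of -0.099 in CLP+DCA versus sham (quartiles -0.11 and -0.084). The ratio of Fads1 in CLP versus sham is -1.16 in the paper and -0.92 here, or -1.18 here on the TPM scale, which is no difference beyond the SD between mice (0.23). The other ratios compared, of Fads2, Elovl2, Scd1, Pdk2 and Ppara, did not differ either.

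Some directions and calls also differed. Figure 3—figure supplement 1B shows 5 genes lower in CLP in TPM, each with a mark of significance. Of these, 4 were lower here too, and Elovl1 was 0.12 higher with TMM (unadjusted p = 0.247 from edgeR). Elovl1 is not in the part of the TPM table at hand. With its counts put on the TPM scale by a factor per mouse taken from the other genes of that table, it was at -0.16 (exact permutation test, p = 0.0286), so that its direction rests on the scale. The paper reports positive enrichment of ROS metabolism in CLP (Figure 2A), where the genes that detoxify ROS, another set, had a median log2 fold change of -0.22 and a test not past the threshold, and the phagocyte NADPH oxidase genes were higher (0.61). The paper reports repression of lipid metabolism by IPA, and the set of lipid and lipoprotein metabolism was lower but not past the threshold (adjusted p = 0.0757 by camera). It was past it with preranked GSEA (normalized enrichment score -1.51) and DESeq2 on the 8 mice. For the fatty acid metabolic process, the paper reports negative enrichment, and the fall of fatty acid oxidation genes was not past the threshold, except with voom (-0.19), with DESeq2 on the 8 mice (-0.15), and without sham replicate 4 or CLP replicate 3. In Figure 5B, OXPHOS, the TCA cycle and glutathione conjugation carry no score in CLP+DCA versus sham, and the text calls such pathways returned to basal levels. Here, these sets were lower in CLP+DCA than in sham by camera (mean log2 fold changes of -0.22, -0.25 and -0.47), and not past the threshold by fry (adjusted p-values of 0.0876, 0.0876 and 0.140).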

Other observations

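Chosen only after the result was seen were the test of SREBP targets, the fits with equal numbers of mice and the revised simulation with shared sham mice. Chance can be excluded for the number of DEGs in CLP versus sham (1 of 35 splits of the 8 mice gave as many, the real split) and in CLP+DCA versus sham (1 of 35). It cannot be excluded for the DEG of CLP+DCA versus CLP (3 of 35 splits), nor for the number of sets past the threshold in CLP versus sham (11 of 35), CLP+DCA versus sham (6 of 35) and CLP+DCA versus CLP (21 of 35). In the comparisons with sham, most other splits with as many sets exchanged 1 mouse per group. Such splits keep part of a real difference, so that there the number of sets cannot decide between chance and a real difference. The other 2 splits with more DEGs in CLP+DCA versus CLP both place CLP+DCA replicate 3 with CLP mice: exchanged with CLP replicate 3, 2929 genes were called, and exchanged with CLP replicate 1, 840.

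The fall of OXPHOS genes in CLP was weighed against technical explanations. Dilution by acute phase transcripts is excluded as the whole cause, since the mean log2 fold change was -0.22 with library sizes without these genes, where the median of all genes rose to 0.12. With library size alone it was -0.49. GC content and transcript length are excluded, with -0.31 after adjustment (exact permutation test on the scores, p = 0.0286). Dilution of hepatocyte RNA by leukocyte RNA, above all that of neutrophils, cannot be told apart from a response of the liver to CLP: neutrophil markers rose (2.65) while hepatocyte (-0.54) and lymphocyte markers (-1.12) fell, and whole liver does not separate the cells. Both stay open.

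Acod1 could come from myeloid cells in the CLP livers. The neutrophil score was 2.24 higher in CLP than in sham (1.92 to 2.45 in CLP mice), and in CLP+DCA replicates 1, 2 and 4 it was 0.05, 0.81 and 0.22, with 2.66 in replicate 3. Although replicate 3 had the highest neutrophil score, its Acod1 (0.162 CPM, 6 reads) lay within the other CLP+DCA mice (0 to 0.255 CPM). With at most 46 reads per mouse, myeloid cells cannot be told apart from hepatocytes as the source. Fewer DEGs in CLP+DCA versus sham than in CLP versus sham could follow from the spread among the CLP+DCA mice. Without CLP+DCA replicate 3 and a CLP mouse, so that each group had 3 mice against 4 sham mice in the same fit, 2 to 16 DEGs were called in CLP+DCA versus sham and 1835 to 4104 in CLP versus sham, so that the spread that replicate 3 brings is excluded as the whole cause. Voom, which gave this mouse a weight of 0.125, called 473 and 3417, so that a part stays open.

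Of the lists tested with fry, with adjusted p-values over 14 lists, those past 0.05 in CLP versus sham and not given elsewhere were the clock genes (mean log2 fold change -0.31, adjusted p = 0.0210), glucocorticoid targets (0.54, 0.0384), endothelial markers (0.51, 0.0438), lymphocyte markers (-1.12, 0.0438), neutrophil markers (2.65, 0.00771) and genes named in the study (-0.30, 0.00771), which the study chose in part on these mice. Not past it were markers of hepatocytes (-0.54, 0.0627), Kupffer cells (0.44, 0.289), and stellate cells with cholangiocytes (1.34, 0.0794), targets of PPARα (0.40, 0.323) and SREBP (-0.19, 0.360), and pyruvate dehydrogenase kinases and phosphatases (0.43, with a median of -0.23 and a fall by the test, 0.289). Between CLP+DCA and sham, glucocorticoid targets (0.98, 0.00165) and SREBP targets (-0.48, 0.0166) were past it, and in CLP+DCA versus CLP the clock genes (0.57, 0.0338) and glucocorticoid targets (0.44, 0.0451). Whether the fall of SREBP targets in CLP+DCA is due to the septic state itself could not be decided: the score of CLP+DCA less CLP was -0.30 (exact permutation test, p = 0.0571), and no DCA-treated sham mice were sequenced. Chemokines and their receptors were higher in CLP than in sham (mean 0.64, median 0.27, camera adjusted p = 0.220), with 3 of 26 genes past the FDR, 8 adjusted over the list alone, among them Cxcl13 (4.51) and Cxcl1 (2.23).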
